# Degradation pathway of (R)-1,3-butanediol in *Pseudomonas putida* KT2440 and development of its biosensor

**DOI:** 10.1128/aem.00900-26

**Published:** 2026-06-22

**Authors:** Nandakumar Arumugam, Tayyab Islam, Joon Young Park, Minchang Jang, Mugesh Sankaranarayanan, Donghyuk Kim, Sung Kuk Lee, Sunghoon Park

**Keywords:** 1,3-butanediol, microbial degradation, biosensor, GFP fluorescence, mRNA expression

## Abstract

1,3-Butanediol (1,3-BDO) is widely used in consumer and industrial products; however, its microbial degradation remains poorly understood. Here, we dissect the catabolic and regulatory mechanisms of (R)−1,3-BDO utilization in *Pseudomonas putida* KT2440 and develop (R)−1,3-BDO-responsive transcriptional biosensors. Transcriptomics and qRT-PCR revealed strong induction of the *ped* gene cluster, which oxidizes (R)−1,3-BDO to (R)−3-hydroxybutyrate [(R)−3-HB], and of the LysR-regulated operon *PP_2047–2051*, which channels (R)−3-HB toward acetoacetate and acetyl-CoA. Gene deletion and enzyme assays identified *pedE* and *PP_2049* as essential for (R)−1,3-BDO catabolism, with PP_2049 playing a more critical role than the canonical β-hydroxybutyrate dehydrogenase HbdH (*PP_3073*). Regulatory analysis showed that PedR1 directly activates catabolic genes independently of PedR2—challenging the widely accepted indirect-only model—while PedS1 proved dispensable, implying an alternative sensor kinase. Promoter–GFP fusions demonstrated that full activation of the *pedE* promoter requires both PedR1 and the PedS2–PedR2 two-component system, whereas the *pedS2R2* promoter requires only PedR1 and functions in both native and heterologous hosts, including *Escherichia coli*. These results define the genetic and regulatory architecture of (R)−1,3-BDO degradation in *P. putida* and establish *pedE*- and *pedS2R2*-based promoters as (R)−1,3-BDO-responsive biosensors.

**IMPORTANCE:**

1,3-Butanediol is an increasingly prevalent industrial chemical whose environmental fate depends on microbial degradation. Understanding how microorganisms sense and metabolize this compound is therefore essential for both environmental microbiology and biotechnology. This study clarifies the genetic and regulatory basis of (R)-1,3-BDO catabolism in *Pseudomonas putida*, identifying key enzymes and transcriptional regulators that control its utilization. By coupling pathway elucidation with promoter characterization, this work enables the development of (R)-1,3-BDO-responsive biosensors that function in both native and heterologous hosts. These insights are important for understanding the environmental fate of 1,3-BDO and designing inducible regulatory systems for biotechnological applications.

## INTRODUCTION

1,3-Butanediol (1,3-BDO) is a multifunctional chemical widely used in the production of cosmetics, personal care products, pharmaceuticals, and specialty materials, where it serves as a humectant, solvent, and chemical intermediate (1). Due to its widespread use, 1,3-BDO is frequently released into the environment through product disposal and wastewater. It may also be produced as a degradation product during microbial breakdown of certain polyesters and polyurethanes (2). Understanding its microbial degradation is therefore important for evaluating its environmental impact and for advancing biotechnological applications such as bioconversion, biosensing, and dynamic gene regulation. While the catabolic pathways of some diol compounds like ethylene glycol, 1,3-propanediol (1,3-PDO), and 1,4-butanediol (1,4-BDO) have been well-characterized (3–5), microbial degradation of 1,3-BDO remains less studied.

Species of the *Pseudomonas* genus are widely recognized for their roles in the biodegradation of environmental pollutants. In particular, *P. aeruginosa* and *P. putida* KT2440 can oxidize aliphatic alcohols to corresponding acids via a variety of alcohol and aldehyde dehydrogenases (6–8). Prominent among these are PedE and PedH alcohol dehydrogenases, encoded in the so-called *ped* cluster (9). The *ped* gene cluster in *P. putida* and *P. aeruginosa* is regulated by a hierarchical dual control system involving a top transcriptional activator, PedR1 (also known as AgmR), and a down two-component system (TCS) (PedS2/PedR2) (10). PedR1 induces the *pedS2-pedR2* operon (analogous to *exaDE* in *P. aeruginosa*), where PedS2 becomes autophosphorylated under lanthanide-free conditions and activates PedR2, which induces the expression of *pedE*, a calcium-dependent quinoprotein alcohol dehydrogenase (11, 12).

Structurally, 1,3-BDO contains a secondary alcohol group and exists as R- and S-enantiomers. While chemical synthesis typically yields racemic mixtures, highly pure (R)−1,3-BDO can be produced through microbial fermentation. Biotechnological production routes involving the *phaA*-dependent and DERA pathways have been described for this purpose (13, 14). Efficient biosensors for BDO would enable dynamic regulation of production pathways and high-throughput screening of pathway variants (15). Although highly efficient sensors are available for organic acids such as 3-hydroxypropionic acid (3-HP), biosensors for alcohols remain limited. A 1,4-BDO sensor has been reported, but its performance was not fully satisfactory owing to negative regulation and a fold change of less than 10 (16).

In this study, we investigated the degradation pathway of (R)−1,3-BDO and its induction in *P. putida* KT2440. We first confirmed that KT2440 can grow efficiently on (R)−1,3-BDO or (R)−3-HB and then conducted RNA-seq experiments to identify the genes and operons induced during growth on (R)−1,3-BDO and (R)−3-HB. Based on further identification by RT-PCR, gene knockout, and enzyme activity assay, we proposed a corresponding degradation pathway. In addition, we explored the regulatory roles of PedR1 and PedR2 using a GFP-based biosensor system responsive to (R)−1,3-BDO and demonstrated that the induction of the *ped* operons requires regulatory proteins. The *ped* promoters were positively controlled, although the induction fold in response to (R)−1,3-BDO was moderate at 5–10. This work provides a clear picture of (R)−1,3-BDO degradation in *P. putida* and offers potential (R)−1,3-BDO-responsive biosensors.

## RESULTS AND DISCUSSION

### Microbial screening for 1,3-BDO degradation

Five microorganisms, *Escherichia coli* W*, Klebsiella pneumoniae* J2B (17), *P. putida* KT2440*, Paracoccus denitrificans,* and *Vibrio natriegens*, were tested for their ability to grow on enantiopure (R)−1,3-BDO as the sole carbon source using a 96-well microplate for 25 h (Fig. S1). Glucose was used as a positive control, while a substrate-free medium served as a negative control. Among the strains tested, *P. putida* KT2440 demonstrated the most pronounced growth on (R)−1,3-BDO after a lag period before 15 h and was thus selected for further studies. The other strains showed marginal or no growth on (R)−1,3-BDO.

Flask growth experiments with *P. putida* were conducted under fully aerobic conditions with enantiopure (R)−1,3-BDO and (R)−3-HB, the latter of which is considered an intermediate appearing during the catabolism of the former (Fig. 1A and B). For both substrates, after a short lag period of <3–6 h, exponential growth was observed with the maximum specific growth rates (μ_max_) of 0.22 ± 0.02 h^−1^ for (R)−1,3-BDO and 0.40 ± 0.02 h^−1^ for (R)−3-HB. (R)−1,3-BDO added at 25 mM was completely consumed within 24 h, and (R)−3-HB added at 35 mM was consumed in 18 h, indicating that the acid is metabolized faster than the diol. However, the biomass yield for (R)−1,3-BDO and (R)−3-HB was the same at 0.49 ± 0.015 g/g. With (R)−1,3-BDO, accumulation of 3-HB, albeit at a low level, was detected, suggesting that 1,3-BDO is catabolized via 3-HB (18, 19). It was reported that the wild-type KT2440 grows on 1,4-BDO very slowly at a μ_max_ of 0.082 h^−1^, and after adaptive laboratory evolution (ALE), the growth rate could be enhanced to 0.33 h^−1^ (20). With (R)−1,3-BDO, even without ALE, a fast growth rate was observed, suggesting that (R)−1,3-BDO is a better substrate than 1,4-BDO.

**Fig 1:**
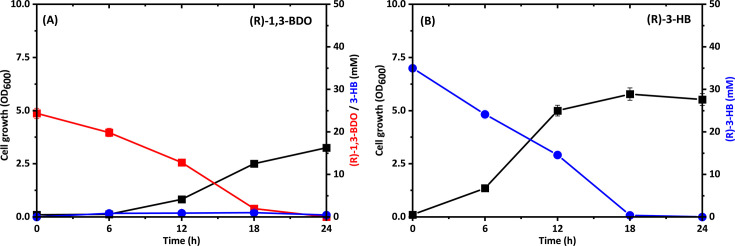
Growth and substrate utilization profile of *Pseudomonas putida* KT2440. (**A**) Cell growth, (R)−1,3-BDO consumption, and 3-HB accumulation. (**B**) Cell growth and (R)−3-HB consumption. Data are represented as mean ± standard deviation (SD) from triplicate experiments.

### Transcriptomic analyses and catabolic pathways for (R)-1,3-BDO

In a genome-wide fitness study using a transposon library (21), a catabolic route from mono- and di-alcohols to acetyl-CoA via corresponding acids was proposed. (R)−3-HB, which may be produced from (R)−1,3-BDO, appears as a ketone body in human metabolism and as a central intermediate released from intracellular poly(3-hydroxybutyrate) (PHB), a widespread microbial storage polymer; thus (R)−3-HB catabolism has been extensively investigated. However, because *P. putida* harbors multiple paralogs with overlapping annotations, purely sequence-based assignments remain incomplete. Here, we combine transcriptome profiling on (R)−1,3-BDO and (R)−3-HB with targeted gene deletion and enzyme activity measurements and propose a more refined (R)−1,3-BDO catabolic pathway (Fig. 2).

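The transcriptomes came from 6 cultures of P. putida KT2440, with 2 cultures on each of 3 sole carbon sources, (R)-1,3-BDO, (R)-3-HB and gluconate, the last serving as the reference for both substrates. The sample labels give 35 mM of each substrate in a modified M9 medium at 30°C and sampling in the mid-exponential phase. Ribosomal RNA was depleted before strand-specific, paired-end libraries were sequenced on a HiSeq X. The values used here are the TPM values that the authors deposited for 5630 genes. TPM divides the reads of a gene by the gene's length and expresses them per 1000000 over all genes of the library, so that it gives relative abundance and keeps no read depth. The submitters' processing notes name Bowtie 1.0.0, featureCounts and DESeq2, and the genome build is not given in the sources used here. The gluconate and (R)-1,3-BDO libraries each summed to 1000000 TPM, whereas the (R)-3-HB libraries summed to 984207 and 974253. The low values lie on steps of whole reads, and the size of these steps put the length-normalized read total of the second gluconate library at 1.52 times that of the first. By the same measure the (R)-1,3-BDO libraries stood at 1.66 times the first gluconate library and the (R)-3-HB libraries at 1.69 and 1.73 times. The absolute depth is unknown. For the comparisons, the 5567 genes with a mean of at least 1 TPM over the 6 libraries were tested on log2(TPM + 1) with limma, with 1 fit over the 3 carbon sources and Benjamini-Hochberg adjustment at an adjusted p of 0.05. Fold changes are therefore on the log2(TPM + 1) scale, which understates the change of genes with low values. None of the 5630 IDs could be matched to a gene name or to the locus tags of the pathway genes, because the sources used here do not pair them. Genes are therefore described as groups, with a few given by ID, and no value is assigned to a pathway gene by name.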

**Fig 2:**
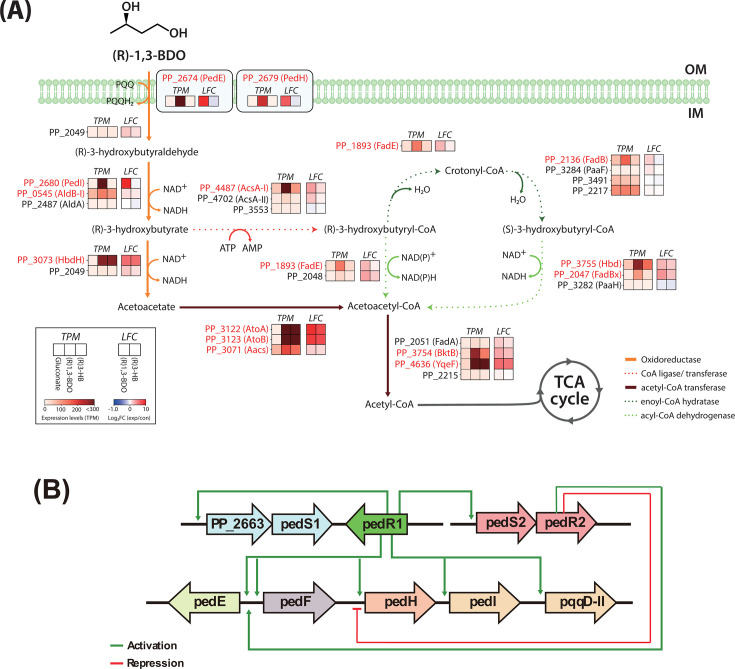
(**A**) Proposed catabolic pathways and transcriptome analysis for 1,3-BDO degradation in *P. putida* KT2440. Pathways were constructed based on transcript per million (TPM) and log fold change (LFC) values. Conversion of (R)−3-HB proceeds predominantly via acetoacetate, while an alternative route is predicted to contribute minimally and is therefore indicated by dotted lines. Enzyme classes are represented by the following color codes: oxidoreductases (orange); CoA ligases/transferases (red); enoyl-CoA hydratases (dark green); acyl-CoA dehydrogenases (light green); and acetyl-CoA transferases (brown). (**B**) Gene organization of the operons involved in (R)−1,3-BDO degradation and their regulation by PedR1 and PedR2. Arrows represent the operons that are positively regulated by PedR1 or PedR2 (green), while the blunt-ended red lines indicate genes negatively regulated by PedR2.

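On (R)-1,3-BDO, about as many genes were higher as lower in TPM. TPM gives relative abundance, so that this balance depends on the scaling, and the median log2 change over all genes was -0.0017. Changes in the amount of RNA per cell cannot be read from it. Relative to gluconate, 1422 genes were higher and 1419 were lower at an adjusted p under 0.05 from limma. The rise was at least 10-fold for 79 of these genes and at least 100-fold for 17, while 41 genes fell at least 10-fold and 4 fell at least 100-fold. Together, the 79 genes held 9.81% and 9.68% of all TPM in the (R)-1,3-BDO libraries, compared with 0.318% and 0.384% in the gluconate libraries and 1.97% and 2.19% in the (R)-3-HB libraries. The gene with the largest rise, PP_RS13930, had 5569 ± 118 TPM (SD, n = 2) on (R)-1,3-BDO and 2.45 ± 0.719 TPM (SD, n = 2) on gluconate. Its log2 fold change was 10.67 (standard error 0.17, adjusted p = 1.08e-07 from limma). Fewer genes passed the test on (R)-3-HB, where 330 were higher and 548 were lower than on gluconate. Of these, 8 genes rose and 20 genes fell at least 10-fold. The largest rise on (R)-3-HB was that of PP_RS16280, from 7.00 ± 0.807 to 962 ± 177 TPM (SD, n = 2 each), a log2 fold change of 6.90 (standard error 0.16, adjusted p = 9.79e-07 from limma). The largest fall was that of PP_RS17595 on both substrates, from 719 ± 109 TPM on gluconate to 3.18 ± 0.568 TPM on (R)-1,3-BDO and 3.53 ± 0.503 TPM on (R)-3-HB (SD, n = 2 each). The total of 878 genes on (R)-3-HB was 394 when limma was fitted to those 4 libraries alone, 246 and 148 without the first and the second gluconate library, 398 and 402 without the first and the second (R)-1,3-BDO library, and 1413 without the first (R)-3-HB library. Without the second (R)-3-HB library, the total stayed within 1.5 times 878. Median-ratio scaling of the libraries moved the median log2 change on (R)-3-HB relative to gluconate over all genes from -0.091 to 0.0077. With it, the genes called on (R)-3-HB divided into 453 higher and 381 lower.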

When (R)−1,3-BDO was supplied as the sole carbon source, strong transcriptional induction was observed for the PQQ-dependent alcohol dehydrogenase genes *pedE* (*PP_2674*) and *pedH* (*PP_2679*) (Fig. 2A; Fig. S2). Given their previously established roles in the oxidation of primary alcohols and diols (8, 20, 22), this expression pattern is consistent with their participation in the early steps of (R)−1,3-BDO oxidation. In contrast, *PP_2049*, encoding another predicted oxidoreductase, showed only modest induction under the same conditions (Fig. S2A). Transcripts corresponding to the NAD^+^-dependent aldehyde dehydrogenases *pedI* (*PP_2680*) and *aldB1* (*PP_0545*) were also elevated during growth on (R)−1,3-BDO, with *pedI* exhibiting the stronger response. Both enzymes have previously been associated with the metabolism of short-chain diols and related compounds (23). Their induction therefore supports the involvement of aldehyde oxidation reactions following initial (R)−1,3-BDO oxidation, although transcript levels alone do not establish reaction order or flux.

Downstream of (R)−3-HB formation, several routes for assimilation into central metabolism have been proposed. One such route involves oxidation of (R)−3-HB to acetoacetate (AA) and is attributed to *hbdH* (*PP_3073*). AA can subsequently be activated to acetoacetyl-CoA (AA-CoA) by CoA-ligase/transferase activities, notably *atoA*/*atoB* (*PP_3122*/*PP_3123*, which encode a two-subunit succinyl-CoA:3-oxoacid CoA transferase) and *aacS* (PP_3071). AA-CoA may then be cleaved to acetyl-CoA by thiolase-type enzymes such as *bktV* (*PP_3754*) and *yqeF* (*PP_4636*) (24–26). All these genes showed strong transcriptional induction during growth on (R)−1,3-BDO, consistent with their involvement in downstream assimilation. This coordinated transcriptional response suggests engagement of an AA-centered assimilation route under these conditions.

In parallel, transcripts for genes associated with alternative CoA-dependent routes were also enhanced. *acsA1* (*PP_4487*), which may catalyze CoA ligation of hydroxyacids, and *fadE* (*PP_1893*), encoding an acyl-CoA dehydrogenase, were upregulated during growth on (R)−1,3-BDO. These patterns indicate that *P. putida* has the genetic capacity to channel (R)−3-HB into metabolism through more than one downstream route, although transcriptional data alone cannot resolve the relative contribution of each pathway.

(R)−3-HB-CoA can be further routed through crotonyl-CoA and into the β-oxidation cycle. FadE (PP_1893), an acyl-CoA dehydrogenase homologous to *E. coli* FadE, catalyzes the formation of *trans*-2-enoyl-CoA intermediates (27). Hydration of crotonyl-CoA to (S)−3-HB-CoA and its oxidation to AA-CoA are catalyzed by the bifunctional FadB (PP_2136) and by additional hydratase/dehydrogenase paralogs: PP_3284 (PaaF), PP_3491, and PP_2217 (crotonase-like hydratases), and PP_3755 (Hbd), PP_2047 (FadBx), and PP_3282 (PaaH) (dehydrogenases). Our RNA-seq data showed induction of *PP_1893*, *PP_2136*, *PP_3755*, and *PP_2047* during growth on (R)−1,3-BDO; *PP_3491* and *PP_2217* were expressed at moderate baseline levels but were not further induced.

Growth on (R)−3-HB resulted in a transcriptional profile largely overlapping with that observed on (R)−1,3-BDO, supporting the view that (R)−3-HB functions as a central intermediate in (R)−1,3-BDO assimilation. 

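The largest changes on (R)-3-HB were shared with (R)-1,3-BDO. Of the 8 genes that rose at least 10-fold on (R)-3-HB relative to gluconate, 7 also rose on (R)-1,3-BDO, and all 20 genes that fell at least 10-fold on (R)-3-HB also fell on (R)-1,3-BDO (limma, adjusted p under 0.05 in each comparison). Gluconate is the reference for both, so that a gene whose expression on gluconate stands apart changes alike on both substrates, whatever their relation. PP_RS16280 reached 2972 ± 22.4 TPM (SD, n = 2) on (R)-1,3-BDO, a log2 fold change of 8.54 relative to gluconate (standard error 0.16, adjusted p = 1.75e-07 from limma). Over all calls, 164 genes were higher on both substrates, where 84.3 would be shared by independent lists of the same lengths, and 274 were lower on both, where 139.7 would be. The shared genes were 49.7% of those higher on (R)-3-HB and 11.5% of those higher on (R)-1,3-BDO. Opposite calls were fewer than independent lists would give, with 85 genes higher on (R)-1,3-BDO and lower on (R)-3-HB against 140.0, and 61 lower on (R)-1,3-BDO and higher on (R)-3-HB against 84.1. When the 2 substrates were compared with each other, 1600 genes were higher on (R)-1,3-BDO and 1220 were higher on (R)-3-HB at an adjusted p under 0.05 from limma. With median-ratio scaling, these splits turned to 1393 and 1426 between the substrates, 221 higher and 206 lower on both, and 59 and 86 in opposite directions. The log2 fold changes on the 2 substrates correlated across genes with Pearson's r = 0.345, genes not being independent replicates. Both comparisons use the same gluconate libraries, and in 100 simulations of substrates without any effect this alone gave a mean r of 0.501. The covariance in these simulations was only 0.0236, against 0.276 observed. At most 1 gene was called there in the same direction on both, but without any effect hardly any gene can be called. This number therefore does not tell how many of the shared calls come from the shared libraries. With a different gluconate library as the reference for each substrate, r was 0.256 or 0.332, depending on which library served which substrate, and part of the overlap in calls may still come from the shared libraries. The shared libraries can also lower the number of opposite calls. The 438 genes called in the same direction became 245 when each comparison was fitted to its own 4 libraries, 154 and 103 without the first and the second gluconate library, 197 and 208 without the first and the second (R)-1,3-BDO library, and 731 without the first (R)-3-HB library. The 146 genes called in opposite directions became 59, 36 and 17, 42 and 49, and 296 in the same order, and the 17 without the second gluconate library were 6 higher and 11 lower on (R)-1,3-BDO. Without the second (R)-3-HB library, the counts in the same and in opposite directions stayed within 1.5 times 438 and 146. The paper cites the overlap of the 2 profiles in favor of the view that (R)-3-HB functions as a central intermediate in the assimilation of (R)-1,3-BDO.

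**Figure D1:**
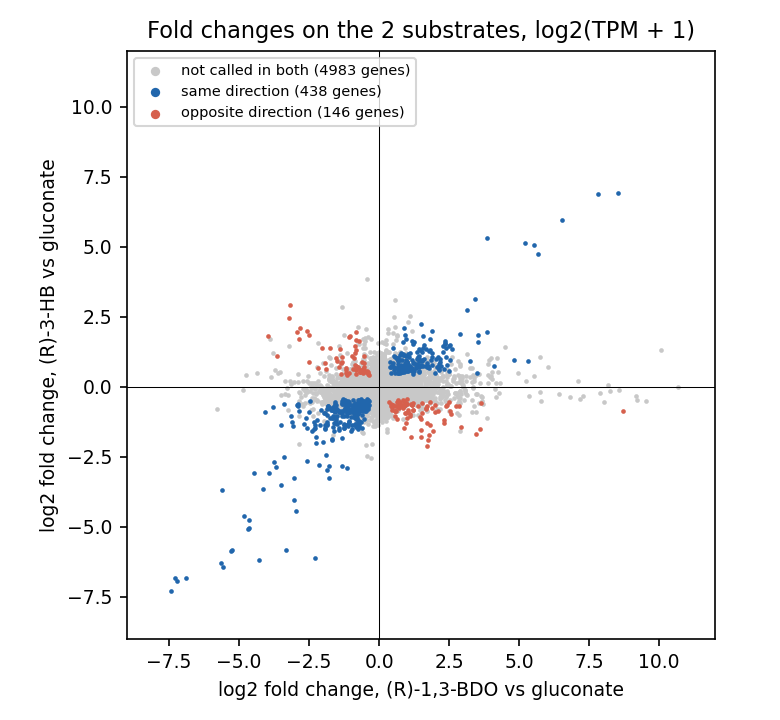
Log2 fold change of each of the 5567 genes tested on (R)-1,3-BDO (horizontal axis) and on (R)-3-HB (vertical axis), both relative to gluconate and on the log2(TPM + 1) scale. Blue points are the 438 genes called in the same direction in both comparisons, red points the 146 called in opposite directions, and grey points the other genes, and the genes near the horizontal line at the far right rose on (R)-1,3-BDO with little change on (R)-3-HB.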

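Of the 17 genes at least 100-fold higher on (R)-1,3-BDO than on gluconate, 2 were also called higher on (R)-3-HB than on gluconate, and the other 15 were at least 100-fold higher on (R)-1,3-BDO than on (R)-3-HB as well. The mean expression of these 15 genes ranged from 402 to 5569 TPM on (R)-1,3-BDO, from 0.914 to 5.70 TPM on gluconate and from 1.01 to 9.64 TPM on (R)-3-HB (n = 2 each). The rule for the 15 left out genes called higher on (R)-3-HB than on gluconate, but the fold limits alone give the same 15. For 11 of the 15, these limits leave room for a rise of at least 2-fold on (R)-3-HB relative to gluconate. The largest log2 rise seen there among the 15 was 1.32, which was not called (adjusted p = 0.222 from limma). Of the 15, 14 were not called on (R)-3-HB relative to gluconate, and 1 was called lower. Together the 15 genes took 2.74% and 2.78% of all TPM in the (R)-1,3-BDO libraries, 0.00437% and 0.00460% in the gluconate libraries, and 0.0050% and 0.0035% in the (R)-3-HB libraries. PP_RS13930 had 2.37 ± 0.210 TPM (SD, n = 2) on (R)-3-HB, and its log2 difference between (R)-1,3-BDO and (R)-3-HB was 10.69 (standard error 0.17, adjusted p = 1.07e-07 from limma). In the table, which is ordered by the number in the gene ID, the 15 genes lie within a stretch of 20 adjacent rows. The 15 are higher on (R)-1,3-BDO by the choice, so that only the other 5 genes of the stretch add information. All 5 were called higher on (R)-1,3-BDO than on gluconate and than on (R)-3-HB, with log2 fold changes relative to gluconate of 4.16 to 6.41. None of the 5 was called on (R)-3-HB relative to gluconate after adjustment in limma, while at an unadjusted p under 0.05 there were 1 higher and 1 lower. Without a requirement on the fold, 1074 genes were higher on (R)-1,3-BDO than on both other carbon sources without being called higher on (R)-3-HB. The number of genes at least 100-fold higher was 9 with a pseudocount of 5, and it was taken without reference to gene names, since the IDs are not paired with those of the oxidation genes.

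**Figure D2:**
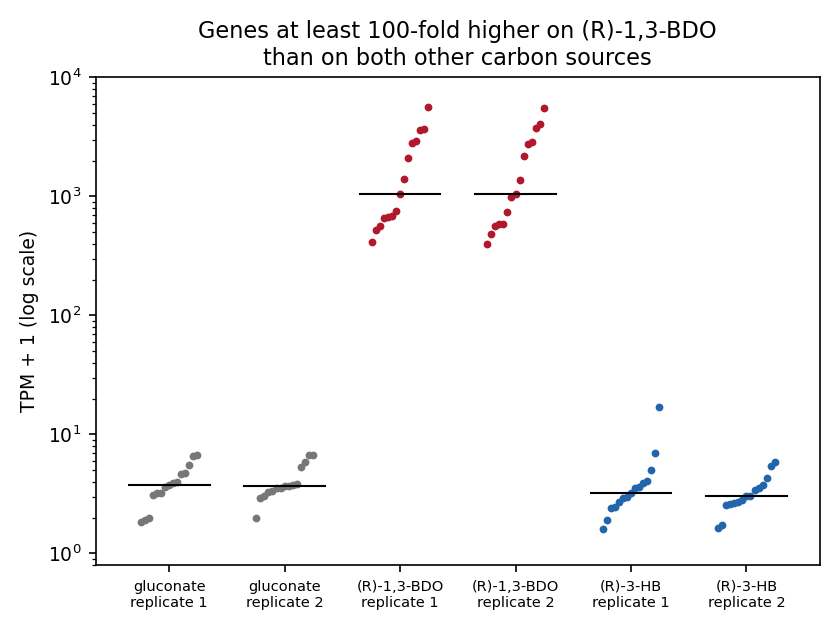
TPM + 1 on a log scale of the 15 genes at least 100-fold higher on (R)-1,3-BDO than on both other carbon sources, in each of the 6 libraries. Each point is 1 gene, in increasing order within a library, and the horizontal line is the median gene; the lowest of the 15 genes had 410.0 and 393 TPM in the (R)-1,3-BDO libraries, and the highest had 5.72 and 5.69 TPM in the gluconate and 16.0 and 4.84 TPM in the (R)-3-HB libraries.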

Notably, genes associated with the upstream oxidation of (R)−1,3-BDO (*pedE, pedH, pedI*, and *aldA*) were not induced during growth on (R)−3-HB, consistent with the interpretation that their expression responds specifically to the diol substrate rather than to (R)−3-HB itself. While differential induction was observed among genes associated with AA-based and CoA-based routes, these patterns are interpreted here as indicative of pathway availability rather than pathway dominance. Functional gene deletion analyses (Fig. 3) were therefore required to assess the essentiality of specific steps within this network.

**Fig 3:**
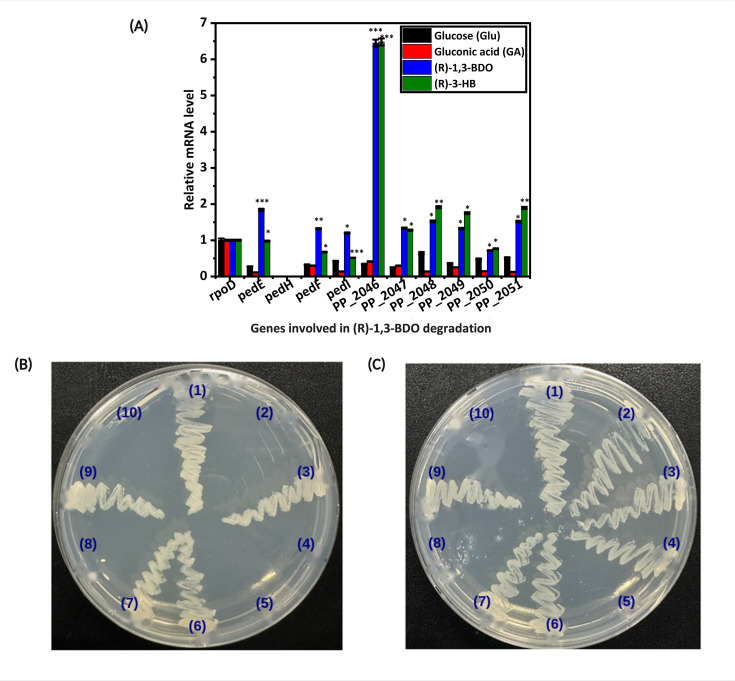
Experimental validation of genes involved in (R)−1,3-BDO degradation. (**A**) mRNA expression analysis for the candidate genes under different carbon sources: Glu, glucose; GA, gluconate; (R)−1,3-BDO, [(R)−1,3-butanediol], and (R)−3-HB, [(R)−3-hydroxybutyrate]. The error bars represent SD from three biological replicates. (**B** and **C**) Growth phenotypes of deletion mutants on (R)−1,3-BDO and (R)−3-HB, respectively. Strain designations: (1) WT, (2) Δ*pedE,* (3) Δ*pedI,* (4) Δ*pedE*-I, (5) Δ*PP_2046,* (6) Δ*PP_2047* (*fadBx*), (7) Δ*PP_2048,* (8) Δ*PP_2049,* (9) Δ*PP_2051,* and (10) Δ*PP_2047-51*.

Finally, transcriptional changes in known regulatory systems were consistent with previous studies of alcohol and diol metabolism in *P. putida* KT2440 (Fig. 2B; Fig. S2). Modest increases in transcript levels for *pedS1, pedR1*, *pedS2*, and *pedR2* were observed during growth on (R)−1,3-BDO, whereas no clear induction was detected during growth on (R)−3-HB. These observations support a regulatory response primarily linked to the presence of the diol substrate but do not directly define regulatory control points within the downstream catabolic network.

### Validation of the 1,3-BDO catabolic pathways by real-time PCR and gene deletion experiments

To further validate the (R)−1,3-BDO catabolic pathway, quantitative RT-PCR analysis was performed using cells grown on four different carbon sources, including glucose (Glu), gluconic acid (GA), (R)−1,3-BDO, and (R)−3-HB (Fig. 3A). The mRNA levels were normalized to the housekeeping gene *rpoD*. Both upstream (up to 3-HB) and downstream (after 3-HB) gene clusters exhibited substantial transcriptional upregulation in the cells grown on (R)−1,3-BDO or (R)−3-HB compared to glucose or gluconic acid. Notably, the upstream genes such as *pedE*, *pedF*, and *pedI* (but not *pedH*) were highly upregulated by (R)−1,3-BDO with a higher fold change than by (R)−3-HB. Similarly, the downstream gene clusters, *PP_2046* and *PP_2047–2051*, were also highly expressed, more so by (R)−3-HB. *PP_2046*, encoding the LysR-type transcriptional regulator (LTTR), which controls the expression of the downstream operon (*PP_2047–2051*), showed strong induction (>15-fold) in the presence of (R)−1,3-BDO or (R)−3-HB. Although the transcription patterns between RNA-seq and RT-PCR were generally similar, several differences were observed. First, in the RNA-seq, the upstream genes such as *pedE*, *pedH,* and *pedI* were highly expressed only with 1,3-BDO and not at all with 3-HB. In comparison, in RT-PCR, those genes, except *pedH* (not upregulated at all), were upregulated by both (R)−1,3-BDO and (R)−3-HB (although to a lesser extent). Second, in RNA-seq, the fold changes of upregulation were generally much greater. Despite these differences, both analyses agree that the *ped* clusters are highly upregulated when (R)−1,3-BDO is used as a carbon source. This suggests that the *ped* clusters are responsible for the catabolism of (R)−1,3-BDO, like other diols such as 1,4-BDO and ethylene glycol (20, 23, 28).

To assess gene functions and essentiality, deletion mutants were constructed and evaluated for growth on (R)−1,3-BDO and (R)−3-HB by agar plate (Fig. 3B and C) and liquid culture (Fig. S3). Deletion of *pedE* resulted in a complete loss of growth on (R)−1,3-BDO, indicating that PedE is indispensable for the initial oxidation step of (R)−1,3-BDO. In comparison, the Δ*pedI* mutant exhibited similar growth on (R)−1,3-BDO to the wild type, implying functional redundancy among aldehyde dehydrogenases in *P. putida* KT2440. PedE has been reported to have broad substrate specificity for various alcohols such as ethanol, 1-butanol, and 1,4-BDO (8, 11, 29, 30), and the current results indicate that its activity extends to (R)−1,3-BDO. Among the downstream genes, *PP_2046* was observed to be essential; its deletion abolished growth on both (R)−1,3-BDO and (R)−3-HB. This suggests that without this regulator, expression of the *PP_2047-2051* operon, especially *PP_2049* (see below), is too low to support the utilization of (R)−3-HB. Among the genes in the *PP_2047-2051* operon, only the Δ*PP_2049* mutant lost the ability to grow on (R)−1,3-BDO as well as (R)−3-HB; other knockout strains lacking *PP_2047* (3-hydroxyacyl-CoA dehydrogenase), *PP_2048* (acyl-CoA dehydrogenase), or *PP_2051* (3-ketoacyl-CoA thiolase) demonstrated normal growth on (R)−1,3-BDO and (R)−3-HB (Fig. 3B and C; Fig. S3). This suggests that the growth defect observed in the mutants Δ*PP_2046* and Δ*PP_2047-2051* is attributable to the loss of PP_2049.

The essential role of PP_2049 in the catabolism of (R)−1,3-BDO and (R)−3-HB warrants further clarification. Many previous studies have indicated that instead of *PP_2049*, *PP_3073*, encoding β-hydroxybutyrate dehydrogenase (HbdH), is essential for growth on (R)−3-HB. This NAD^+^-dependent HbdH, belonging to the short-chain dehydrogenases/reductases (SDRs) family, can be highly active (for example, the enzyme from *P. putida* ZIMET 10947, GenBank accession number AJ310211.2, had an activity of~3,100U/mg and a *K_m_* of ~1.5mM (24)) and is (R)-specific. Fitness (RB TnSeq) data in KT2440 have also demonstrated a strong negative fitness defect for the *PP_3073* disruption when cells grew on racemic 1,3-BDO (21). Furthermore, in *P. aeruginosa* (having a similar pathway), *hbdH* (also named as *bdhA*) and its σ^54^/EBP regulator were required for growth on (R)−3-HB (31). In our RNA-seq studies, *PP_3073* was also highly expressed, supporting its important role in the growth on (R)−1,3-BDO or (R)−3-HB. However, our gene deletion experiments indicate that PP_2049 is essential even in the presence of PP_3073.

To clarify the roles of PP_2049 and PP_3073, further experiments were conducted. First, *PP_3073* was deleted, and the mutant was tested for growth on (R)−1,3-BDO and (R)−3-HB in liquid cultures (Fig. 4A and B); the mutant could grow on both substrates, although at reduced rates. In contrast, the Δ*PP_2049* mutant could not grow at all, confirming its essentiality. To further validate the function of PP_2049, a complementation experiment was performed by expressing *PP_2049* from a plasmid, pU49_1 (Fig. 4C and D). Overexpression restored and enhanced growth on both (R)−1,3-BDO and (R)−3-HB in all tested backgrounds, including the wild-type, Δ*PP_2049*, and Δ*PP_3073* strains. Furthermore, when the expression level of *PP_2049* was modulated by varying the untranslated region (UTR) in the expression plasmid, a dose-dependent relationship between the level of episomal *PP_2049* expression and cell growth on (R)−3-HB was observed in the Δ*PP_2049* strain (Fig. S4A and B). Collectively, these results suggest that PP_2049 is essential for the growth of KT2440 on (R)−3-HB, whereas PP_3073 is not essential and cannot replace the function of PP_2049 in its absence.

**Fig 4:**
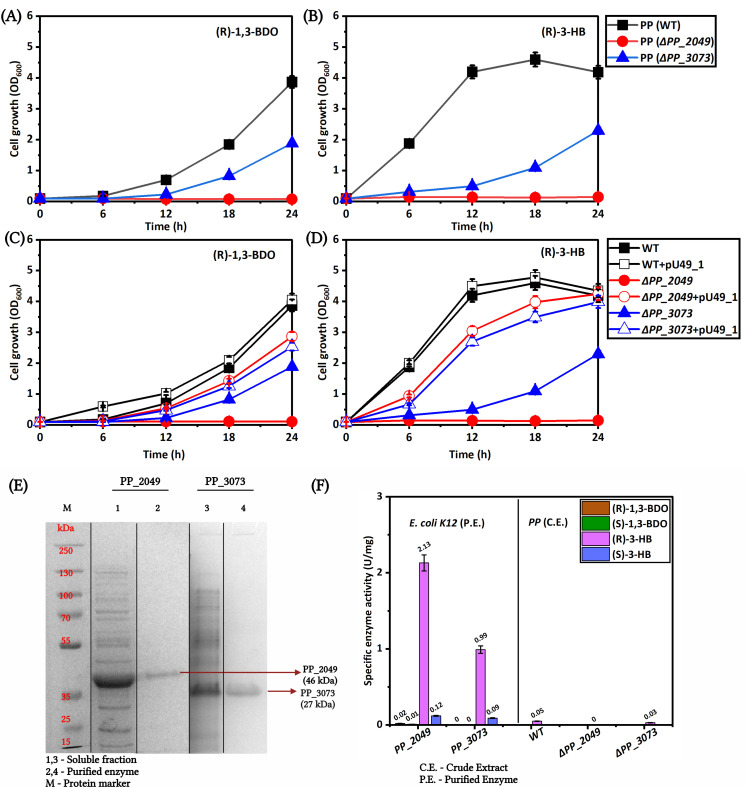
Functional analysis of PP_2049 and PP_3073 in (R)−1,3-BDO catabolism. (**A**) Growth of WT, Δ*PP_2049*, and Δ*PP_3073* strains on (R)−1,3-BDO. (**B**) Growth of the same strains on (R)−3-HB. (**C**) Growth of WT, ΔPP_2049, and ΔPP_3073 on (R)−1,3-BDO with or without overexpression of PP_2049 from plasmid pU49_1. (**D**) Growth of the same strains on (R)−3-HB under identical conditions. (**E**) SDS-PAGE of the His-tagged purified PP_2049 and PP_3073, with individual protein bands separated by thin black lines for clarity. (**F**) Enzyme activity of purified PP_2049 and PP_3073 expressed in *E. coli* K12 (MG1655) towards (R)−1,3-BDO, (S)−1,3-BDO, (R)−3-HB, and (S)−3-HB, along with the crude enzyme activity of PP (WT), Δ*PP_2049*, and Δ*PP_3073* strains toward (R)−3-HB. Data are presented as mean ± standard deviation (SD) from three independent biological replicates.

To further explore the roles of PP_2049 and PP_3073, *in vitro* enzyme activities of His-tagged recombinant PP_2049 and PP_3073 were measured with NAD^+^ as cofactor (Fig. 4E and F). PP_2049 exhibited a specific activity of 2.13 U/mg protein on (R)−3-HB, whereas PP_3073 showed 0.99 U/mg protein, indicating that PP_2049 has ~2-fold higher activity than PP_3073. During the activity measurement, equimolar NADH and acetoacetate (AA) were generated for both PP_2049 and PP_3073, indicating that these enzymes convert (R)−3-HB to AA with NAD^+^ as cofactor. Both enzymes showed minor activity toward (S)−3-HB (about 1/12th–1/18th of that toward (R)−3-HB), confirming that they are highly (R)-specific. In addition, with (R)−1,3-BDO or (S)−1,3-BDO, they did not show any activity, indicating that they are not involved in the oxidation of those diols. The dehydrogenase activity on (R)−3-HB was also determined using crude cell extracts of the wild-type, Δ*PP_2049*, and Δ*PP_3073* (Fig. 4F). The wild-type and Δ*PP_3073* showed detectable activity at ~0.05 U/mg and ~0.03 U/mg, respectively, while Δ*PP_2049* did not show any detectable activity. This suggests that, although *PP_3073* is highly transcribed (Fig. 2) and its specific activity as a purified enzyme is not negligible, its contribution to (R)−3-HB oxidation in the wild-type cell is insufficient to support growth.

It is worth noting that in our study, PP_3073 (AAN68681) from *P. putida* KT2440 exhibited a specific activity of only 0.99 U/mg protein on (R)−3-HB, which is more than three orders of magnitude lower than the ~3,100U/mg reported for BdhA (AJ310211.2) from a different *P. putida* strain, ZIMET 10947 (24). Even PP_2049, which showed higher activity than PP_3073 at 2.13 U/mg protein, remains far below the ZIMET 10947 enzyme. Pairwise sequence comparison revealed 94.9% amino acid identity between PP_3073 and the ZIMET 10947 enzyme (Fig. S5), indicating that only ~13 residues differ over the 256-amino-acid sequence. To place this discrepancy in a broader context, we compiled published kinetic data for bacterial HBDHs from several species (Table S1). The reported specific activities span a wide range, from ~1.8U/mg for *Rhodopseudomonas spheroides* (32) to ~3,100U/mg for *P. putida* ZIMET 10947, with PP_3073 from KT2440 (0.99 U/mg) at the lowest end. Among the characterized enzymes, HBDH from *Pseudomonas fragi* (BAD86668), whose X-ray crystal structure has been solved (26), is notable for its high activity (~640U/mg), approximately one-fifth that of the ZIMET 10947 enzyme, despite sharing only 59.4% amino acid identity with it.

Importantly, all four critical substrate-binding residues identified by Feller et al. (24)—Gln91, His141, Lys149, and Gln193 (ZIMET numbering)—as well as the entire catalytic tetrad (Asn111, Ser139, Tyr152, and Lys156) characteristic of the SDR family, are strictly conserved across the ZIMET 10947, KT2440, and *P. fragi* enzymes (Fig. S5). This rules out direct active-site mutations as the cause of the observed activity differences. Instead, the sequence divergence is concentrated in the substrate-binding loop (α1–α2, corresponding to loop 3 (24)), which is the most variable region in multiple-sequence alignments of bacterial HBDHs. In the X-ray crystal structure of *P. fragi* HBDH, the only bacterial HBDH for which a high-resolution crystal structure is available, this loop was completely disordered (missing electron density for 24 residues, Pro191–Glu214) in the NAD^+^ complex, demonstrating its high intrinsic mobility (26). This loop (i) undergoes a critical open-to-closed conformational change upon substrate binding (24, 25) and (ii) contains second-shell residues that cover the active site in the closed conformation and help exclude solvent, a step that is often rate-limiting in SDR enzyme catalysis (24). Consistent with the functional importance of this region, Machado et al. (33, 34) demonstrated that a single amino acid difference in this region—His150 in *Psychrobacter arcticus* HBDH versus Asn145 in *Acinetobacter baumannii* HBDH—accounts for a large part of the kinetic difference between those two orthologs, with the His→Ala mutation causing a 55-fold decrease in *k_cat_*. To visualize the structural consequences of the ~13 residue differences between PP_3073 (KT2440) and BdhA (ZIMET 10947), we generated AlphaFold-predicted structures for both enzymes and superimposed them (Fig. S6). Several of the differing residues are located within or adjacent to the three substrate-binding loop regions (loops 1–3), where they may influence substrate positioning, loop dynamics, or the rate of the open-to-closed conformational transition, thereby contributing to the large difference in catalytic activity.

Taken together, these results indicate that PP_2049 is the primary enzyme responsible for the conversion of (R)−3-HB to AA, with PP_3073 playing a supporting role. Our results indicate that (R)−3-HB is catabolized predominantly via AA rather than via (R)−3-HB-CoA, although the enzymes channeling (R)−3-HB to (R)−3-HB-CoA and/or crotonyl-CoA were also upregulated according to the RNA-seq experiments.

### Regulation of (R)-1,3-BDO degradation pathways

Regulation of the *ped* operons has been investigated in several strains, including *P. putida*, *P. aeruginosa*, and *E. coli* (10, 12, 21) (Fig. 2B). These studies provide a useful framework, but we noticed that establishing (R)−1,3-BDO biosensors requires (i) confirming that the cascade by PedR1 and PedR2 is activated by (R)−1,3-BDO, (ii) determining whether (R)−1,3-BDO-responsive promoters require PedR2 alone or PedR1 together with PedR2, and (iii) identifying the actual inducer of the cascade—(R)−1,3-BDO, its oxidation product (R)−3-HB, or both.

To analyze these regulatory systems, cells must be cultured on a carbon source that supports growth of regulatory-gene deletion mutants, because disruption of positive regulators can abolish growth on (R)−1,3-BDO. The choice of carbon source is also critical because strong carbon catabolite repression (CCR) can mask induction by 1,3-BDO or 3-HB. Among the carbon sources tested, gluconate supported growth without causing CCR (Fig. 5; Fig. S7). In the presence of gluconate, (R)−1,3-BDO markedly upregulated transcription of most *ped* genes, including catabolic (*pedE*, *pedH*, *pedI*, and *pedF*) and regulatory (*pedS1*, *pedR1*, *pedS2*, and *pedR2*) genes, with expression levels only slightly lower than when (R)−1,3-BDO served as the sole carbon source. In contrast, glucose strongly repressed these genes, reducing their expression in many cases to near basal (non-induced) levels (Fig. 5A). Consistent with these transcriptional patterns, (R)−1,3-BDO was co-consumed with gluconate but not with glucose (Fig. S7).

**Fig 5:**
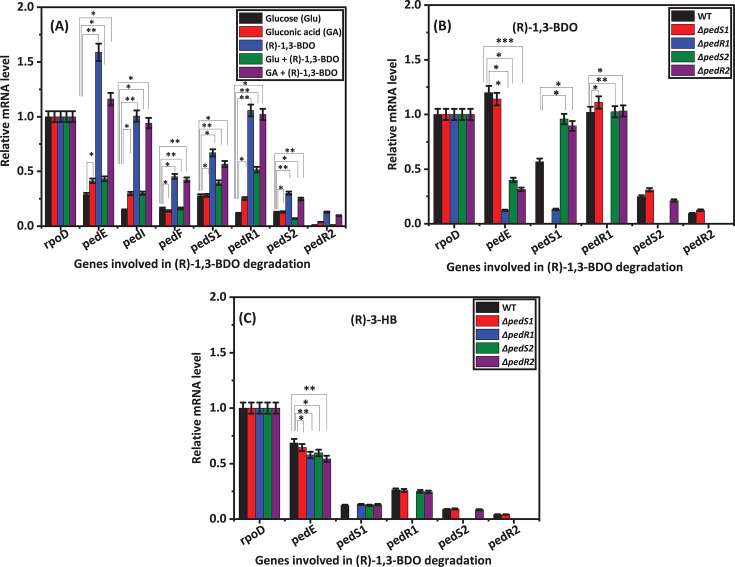
Impact of carbon source and transcription factor deletion on (R)−1,3-BDO degradation gene expression. (**A**) mRNA profiling of degradation pathway genes and regulatory genes with different substrates [Glu; glucose, GA; gluconic acid, and (R)−1,3-BDO], normalized to (R)−1,3-BDO. (**B**) Gene expression in transcription factor mutants (WT, Δ*pedR1,* Δ*pedS2,* and Δ*pedR2*) for *pedE, pedI, pedF, pedR1, pedS2, pedR2,* and *pedS1* with gluconic acid and (R)−1,3-BDO. (**C**) Gene expression in the same transcription factor mutants for the same gene set with gluconic acid and (R)−3-HB. All results are shown with SD from triplicate experiments.

Using gluconate as the growth substrate and either (R)−1,3-BDO (Fig. 5B) or (R)−3-HB (Fig. 5C) as the inducer, we next examined the roles of *pedS1*, *pedR1*, *pedS2*, and *pedR2* in regulating *ped* transcription. With (R)−1,3-BDO, transcription of catabolic genes (*pedE*, *pedF*, and *pedI*) was strongly reduced in the Δ*pedR1* mutant and moderately reduced in Δ*pedS2* and Δ*pedR2*, whereas no such effect was observed in Δ*pedS1*. Expression of *pedS2R2* was also markedly decreased in Δ*pedR1*. In contrast, (R)−3-HB did not significantly induce any of the catabolic or regulatory genes. Growth experiments with (R)−1,3-BDO or (R)−3-HB as the sole carbon source gave consistent results: with (R)−1,3-BDO, Δ*pedR1* completely lost the ability to grow, whereas Δ*pedR2* and Δ*pedS2* still grew, albeit more slowly, and Δ*pedS1* grew unaffected (Fig. S8). When (R)−3-HB was used as the sole carbon source, all strains grew well and similarly.

Taken together, these data support the regulatory scheme in Fig. S9 and lead to the following conclusions. First, catabolic genes such as *pedE*, *pedI*, and *pedF* are under positive control of both PedR1 and PedR2. Second, the regulatory operon *pedS2R2* is positively controlled by PedR1. Third, the primary signaling molecule for this regulatory cascade is (R)−1,3-BDO (or its aldehyde intermediate), not (R)−3-HB. These conclusions are in good agreement with previous studies on other alcohols, which showed that PedR1 acts as a master positive transcriptional regulator of both catabolic (*pedE*, *pedI*, and *pedF*) and regulatory (*pedS1*, *pedS2*, and *pedR2*) genes. It has been reported that in *A. baumannii*, deleting *emaSR* (corresponding to *pedS1R1*) abolishes the strain’s ability to grow on ethanol as a carbon source, underlining that no other cytosolic sensors are available and the two-component route has evolved to control ethanol/acetate utilization (35).

Importantly, our results challenge the widely accepted model that PedR1, as a master regulator, controls catabolic genes solely and indirectly through PedR2 (11, 23). If this indirect route were the sole mechanism, transcript levels of catabolic genes should be more strongly reduced in Δ*pedR2* than in Δ*pedR1*, and Δ*pedR2* should completely lose the ability to grow on (R)−1,3-BDO. However, our data show the opposite: catabolic gene expression was most severely impaired in Δ*pedR1*, not in Δ*pedR2*, and only Δ*pedR1* was unable to grow on (R)−1,3-BDO as the sole carbon source (Fig. S8). These findings strongly suggest that PedR1 also directly activates catabolic genes in *P. putida* KT2440, independently of PedR2. To date, such direct regulation by PedR1 has been reported only once, in *P. putida* HK5 (12), and our results in KT2440 provide the second line of evidence supporting this regulatory architecture.

Another notable finding is that PedS1, the putative sensor kinase of the PedS1/PedR1 two-component system, is dispensable for PedR1-dependent activation. Deletion of *pedS1* had no detectable effect on the expression of catabolic genes or on growth with (R)−1,3-BDO as the sole carbon source, indicating that PedR1 can be activated through an alternative, yet unidentified, sensor kinase. This observation is consistent with findings in *P. aeruginosa*, where deletion of *ercS* (the *pedS1* homolog) does not abolish promoter activity as long as *agmR* (the *pedR1* homolog) is present (11). The existence of such an alternative activation route implies that the signaling network controlling (R)−1,3-BDO catabolism is more complex than the simple linear PedS1→PedR1→PedS2R2 cascade currently assumed, and identifying this unknown sensor kinase will be an important objective for future studies (11, 36).

### Development of (R)-1,3-BDO-responsive biosensor system

To develop (R)−1,3-BDO-responsive biosensors, six promoters—P*pedE*, P*pedF*, P*pedI*, P*pedS1*, P*pedR1*, and P*pedS2R2*—were evaluated by placing *gfp* downstream of each promoter and measuring fluorescence in *P. putida* (Fig. 6). All promoters were inducible by (R)−1,3-BDO when provided alone or together with gluconate (~20% less), whereas little or no induction was observed in the presence of glucose, confirming strong catabolite repression (Fig. 6A and B). Among the promoters tested, P*_pedE_* (designated PB1) showed the highest dynamic range (~6-fold induction), and the regulatory promoters P*_pedS1_*, P*_pedR1_*, and P*_pedS2R2_* (designated PB4, PB5, and PB6, respectively) showed similar but slightly weaker responses (~5-fold), with comparable basal activities. These single-digit-fold changes are in agreement with most two-component systems reported in bacteria (35, 37).

**Fig 6:**
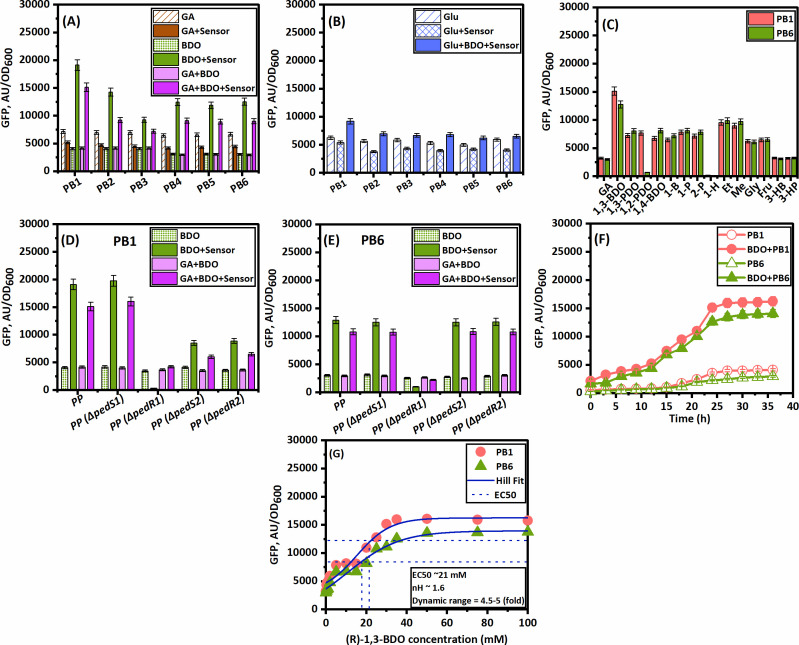
GFP-based biosensor performance using promoter-reporter constructs. (**A**) GFP fluorescence response of strain PP (WT) carrying promoter-*gfp* fusion constructs—PB1 (*pedE* promoter), PB2 (*pedF* promoter), PB3 (*pedI* promoter), PB4 (*pedS1* promoter), PB5 (*pedR1* promoter), and PB6 (*pedS2/R2* promoter) - grown on gluconic acid (GA) as the carbon source with (R)−1,3-BDO as the inducer. (**B**) Corresponding GFP fluorescence response of the same constructs grown on Glu (glucose) as the carbon source with (R)−1,3-BDO as the inducer. (**C**) GFP fluorescence response of PB1 and PB6 to 35 mM of various structurally similar compounds. (**D**) Effect of regulatory component deletions on PB1 biosensor performance. (**E**) Effect of regulatory component deletions on PB6 biosensor performance. (**F**) Time-course fluorescence profiles of PB1 and PB6 in PP (WT). (**G**) Dose-dependent induction and corresponding Hill plots representing the EC_50_, Hill coefficient (nH), and dynamic range for the PB1 and PB6. Fluorescence is shown as AU/OD₆₀₀ (arbitrary units normalized to optical density at 600 nm). Error bars indicate SD calculated from triplicate. Abbreviations: GA, gluconic acid; 1,3-BDO, (R)−1,3-butanediol; 1,3-PDO, 1,3-propanediol; 1,2-PDO, 1,2-propanediol; 1,4, BDO-1,4-butanediol; 1-B, 1-butanol; 1-P, 1-propanol; 2-P, 2-propanol; 1-H, 1-hexanol; Et, ethanol; Me, methanol; Gly, glycerol; Fru, fructose; 3-HB, (R)−3-hydroxybutyrate; 3-HP, 3-hydroxypropionic acid.

Inducer specificity was examined for PB1 (P*_pedE_*) and PB6 (P*_pedS2R2_*). A panel of diols, mono- and tri-alcohols, fructose, and β-hydroxy acids [(R)−3-HB and 3-HP] (35 mM each) was tested (Fig. 6C). For both promoters, (R)−1,3-BDO elicited the strongest response, followed by ethanol and methanol. Most other compounds gave a modest ~2.5-fold induction, except 1-hexanol, which showed little or no effect, likely owing to its low solubility and toxicity. Notably, the β-hydroxy acids did not activate P*_pedE_*, despite causing weak upregulation of *ped* transcripts in the RT-PCR analyses (Fig. 3A and 5).

To define the regulatory requirements of PB1 and PB6, each construct was introduced into Δ*pedR1*, Δ*pedS2*, Δ*pedR2*, and Δ*pedS1* mutants, and GFP induction by (R)−1,3-BDO was measured (Fig. 6D and E). For PB1, induction was abolished in Δ*pedR1* and reduced but still detectable in Δ*pedS2* and Δ*pedR2*, whereas Δ*pedS1* behaved like the wild type. In comparison, for PB6, induction was lost only in Δ*pedR1* and was unaffected by the other deletions. These results indicate that P*_pedE_* requires PedR1, PedS2, and PedR2, whereas P*_pedS2R2_* depends solely on PedR1. These observations are also consistent with the findings described above that PedR1 regulates P*_pedE_* both directly and indirectly via PedS2R2.

Biosensors PB1 and PB6 were further characterized for response time, EC_50_, and dynamic range using gluconate as the carbon source. In 96-well microplate cultures, maximum induction was reached within 25–30 h after (R)−1,3-BDO addition for both PB1 and PB6 (Fig. 6F). This response time was shortened to~20h (along with 3–4 times higher specific GFP) in fully aerobic flask cultures (Fig. S10B), likely reflecting the faster and higher growth under more aerobic conditions: the OD plateau (~10OD in flask vs. ~1.5OD in microplate) was reached at~15h in flask cultures compared to~20h in microplate cultures (Fig. S10A and C). Dose-response experiments revealed increasing fluorescence with rising (R)−1,3-BDO concentrations up to~35mM for both sensors (Fig. 6G). Hill equation fitting yielded EC_50_ values of~21mM, dynamic ranges of 4.5–5.0, and Hill coefficients of ~1.6.

The two sensor constructs were then tested in *E. coli* K-12 to assess portability (Fig. 7). For PB6, a variant (PedR1–P*_pedS2R2_–gfp*; designated PB6_R1) with constitutive *pedR1* expression under the *zwf* promoter was also examined. All three sensors responded to (R)−1,3-BDO, but PB6_R1 showed the highest response (~3-fold induction), indicating that P*_pedS2R2_* functions as an effective sensor in *E. coli* K-12 when PedR1 is supplied (Fig. 7A). This also suggests that *E. coli* K-12 may harbor an endogenous sensor kinase capable of activating PedR1, albeit less efficiently than in *P. putida*; identification of this putative kinase warrants further investigation. Maximum induction was reached within ~20 h in microplate cultures, slightly earlier than in *P. putida*, likely reflecting the faster growth rate of *E. coli* (Fig. 7B). Dose-response analysis by Hill equation showed increasing fluorescence up to 50 mM (R)−1,3-BDO, with an EC_50_ of ~18 mM, which are similar to the case in the native *P. putida* (Fig. 7C).

**Fig 7:**
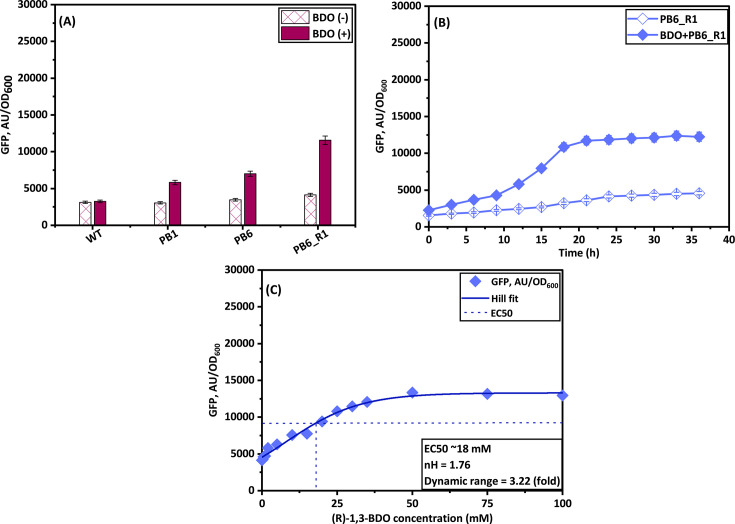
Portability of *pedE* (PB1) and *pedS2/R2* (PB6) promoter-based biosensors in *E. coli* K-12. (**A**) Functional analysis of PB1, PB6, and PB6_R1 (PB6 co-expressed with *pedR1* response regulator). (**B**) Time-course fluorescence profiles of PB6_R1. (**C**) Dose-dependent induction and corresponding Hill plots for PB6_R1. - indicates biosensor strains without inducer, and + indicates strains carrying the respective plasmid construct in the presence of (R)−1,3-BDO. All assays were performed in triplicate; error bars represent SD.

The (R)−1,3-BDO-responsive promoters characterized here, particularly P*_pedE_* and P*_pedS2R2_*, provide a useful starting point for biosensing and dynamic pathway regulation, offering robust induction and clear dose-response behavior. However, their current utility is limited by partial cross-reactivity with other short-chain alcohols, sensitivity to carbon catabolite repression, and dependence on native regulators (PedR1 and the PedS2-PedR2 two-component system), which constrain portability and modular use in heterologous hosts. Future efforts to increase ligand specificity, reduce CCR sensitivity, and minimize the number of required regulatory components—through rational promoter redesign, directed evolution, or synthetic transcription factor engineering—should yield BDO biosensors with expanded dynamic range, tunable thresholds, and improved orthogonality suitable for *in vivo* screening and closed-loop pathway control (37).

### Conclusion

This study establishes a coherent catabolic and regulatory framework for (R)−1,3-butanediol degradation in *P. putida* KT2440 and translates these insights into biosensor development. (R)−1,3-BDO is oxidized via the *ped* cluster to (R)−3-HB and further funneled through the LysR-controlled PP_2047–2051 operon to acetoacetate and acetyl-CoA, with *pedE* and PP_2049 serving as essential enzymes for the upstream and downstream steps, respectively. Notably, PP_2049 was found to be more critical than the canonical HbdH (PP_3073) for (R)−3-HB oxidation. Regulatory analysis revealed that PedR1 directly activates catabolic genes independently of PedR2—challenging the prevailing indirect-only model—while PedS1 is dispensable, implying the existence of an alternative sensor kinase. Based on this regulatory circuitry, GFP-based biosensors driven by the *pedE* and *pedS2R2* promoters were constructed. Although portability of the *pedE* biosensor is constrained by its dependence on the complete PedR1–PedS2–PedR2 cascade, the PedR1-driven *pedS2R2* module (PB6_R1) functioned robustly in both *P. putida* and *E. coli*, highlighting its potential as a portable (R)−1,3-BDO-responsive element for biosensing and dynamic pathway regulation.

## MATERIALS AND METHODS

### Materials

Plasmid DNA purification and PCR gel purification kits were obtained from Cosmogenetech (Seoul, Korea). A total RNA isolation kit was bought from Macherey-Nagel, Germany. Unless specified otherwise, all other chemicals and reagents used in this study were procured from Sigma-Aldrich (St. Louis, MO, USA).

### Plasmid construction and cloning strategy

Table 1 provides the list of bacterial strains and plasmids used in this study. For routine cloning and plasmid maintenance, the *E. coli* Top10 strain was used. Chromosomal gene deletions in *P. putida* were done using the in-frame tagged deletion/insertion method (38). The P*_pedE_*, P*_pedF_,*, P*_pedI,_* P*_pedS1,_* P*_pedR1_,* and P*_pedS2/R2_* were amplified from the genomic DNA of *P. putida*, while the *gfp* gene, which encodes green fluorescence protein (GFP), was amplified from pUCPK_P*zwf*_*gfp*. The fragments were cloned into the pUCPK vector and subsequently confirmed by sequencing (Macrogen, Korea). The resulting constructs were then transformed into *P. putida*, and the deletion mutant strains.

**TABLE 1:** Strains and plasmids used in this study

Strain or plasmid	Description	Source
Strains		
*E. coli* Top10	Cloning host	Invitrogen
*Pseudomonas putida* KT2440 (PP)	Wild type	Lab strain
*E. coli* W ATCC 9637	Wild type	Lab strain
*Klebsiella pneumoniae* J2B	Wild type	Lab strain
*Pseudomonas denitrificans* ATCC 13867	Wild type	Lab strain
*Vibrio natriegens* ATCC 14048	Wild type	KCTC
*E. coli* K12 (MG1655)	Wild type	Lab strain
Δ*pedE*	Deletion of *pedE* in PP	This study
Δ*pedI*	Deletion of *pedI* in PP	This study
Δ*pedE-I*	Deletion of *pedE-I* in PP	This study
ΔPP_2046	Deletion of PP_2046 in PP	This study
ΔPP_2047	Deletion of PP_2047 in PP	This study
ΔPP_2048	Deletion of PP_2048 in PP	This study
ΔPP_2049	Deletion of PP_2049 in PP	This study
ΔPP_2051	Deletion of PP_2051 in PP	This study
ΔPP_2047-51	Deletion of PP_2047-51 in PP	This study
ΔPP_3073	Deletion of PP_3073 in PP	This study
Δ*pedS1*	Deletion of *pedS1* in PP	This study
Δ*pedR1*	Deletion of *pedR1* in PP	This study
Δ*pedS2*	Deletion of *pedS2* in PP	This study
Δ*pedR2*	Deletion of *pedR2* in PP	This study
Plasmids		
pQSAK	Suicide plasmid for gene deletion in *Pseudomonas putida* KT2440, Km^R^	(38)
pUCPK/P_*zwf*_*_gfp*	Source for *gfp* gene	(39)
PB1	pUCPK’_P_*pedE*_*_gfp*	This study
PB2	pUCPK’_P_*pedF*_*_gfp*	This study
PB3	pUCPK’_P*pedI_gfp*	This study
PB4	pUCPK’_P_*pedS1*_*_gfp*	This study
PB5	pUCPK’_P_*pedR1*_*_gfp*	This study
PB6	pUCPK’_P_*pedS2/R2*_*_gfp*	This study
PB6_R1	pUCPK’_P_*zwf*_*_pedR1*_P_*pedS2/R2*_*_gfp*	This study
pQE49	pQE80L_P_*T5*__His_PP_2049	This study
PQE73	pQE80L_P_*T5*__His_PP_3073	This study
pU49_1	pUCPK’_P_*lac*__PP_2049	This study
pU49_2	pUCPK’_P_*lac*__UTR1_PP_2049	This study
pU49_3	pUCPK’_P_*lac*_*_*UTR2_PP_2049	This study
pU49_4	pUCPK’_P_*lac*__UTR3_PP_2049	This study
PQ1	pQSAK_*pedE*	This study
PQ2	pQSAK_*pedI*	This study
PQ3	pQSAK_*pedE-I*	This study
PQ4	pQSAK_PP_2046	This study
PQ5	pQSAK_PP_2047	This study
PQ6	pQSAK_PP_2048	This study
PQ7	pQSAK_PP_2049	This study
PQ8	pQSAK_PP_2051	This study
PQ9	pQSAK_PP_3073	This study
PQ10	pQSAK_*pedS1*	This study
PQ11	pQSAK_*pedR1*	This study
PQ12	pQSAK_*pedS2*	This study
PQ13	pQSAK_*pedR2*	This study

### Medium composition and growth conditions

Lysogeny broth (LB) medium was employed to culture the strains. Bacterial cells were cultivated in a modified M9 minimal medium utilizing glucose (or gluconic acid) as the carbon source unless stated otherwise. For degradation experiments, 25 mM of (R)−1,3-BDO, (S)−1,3-BDO, (R,S)−1,3-BDO, or (R)−3-HB was used. The composition of the modified M9 minimal medium is as follows: MgSO_4_·7H_2_O, 0.8 g/L; Na_2_HPO_4_, 18 g/L; (NH_4_)_2_SO_4_, 4.7 g/L; K_2_HPO_4_, 4.05 g/L; and potassium phosphate buffer (pH 7.0), 100 mM. The cells were aerobically cultured in 250 mL flasks containing 20 mL of the working medium, maintained at a temperature of 30°C (or 37°C) with an agitation speed of 200 rpm. The growth of the bacterial cells was monitored by measuring the cell density (cell OD_600_).

### RNA extraction and real-time PCR

The strains were cultured in M9 minimal medium supplemented with 35 mM (R)−1,3-BDO (or (R)−3-HB) or gluconic acid (or glucose) along with (R)−1,3-BDO (or (R)−3-HB). Cultures were incubated aerobically at 30°C and 200 rpm. After 3–6 h of cultivation, approximately 5 5 5 × 10^8^ cells were harvested by centrifugation at 5,000 × *g* for 10 min. Cell pellets were promptly resuspended in 500 μL of RNA solution (Ambion, UK), and RNA extraction was conducted using a total RNA isolation kit (Macherey-Nagel, Germany). For first-strand cDNA synthesis, 1 μg of total RNA was utilized in a 20 µL reaction with the SuperScript III first-strand synthesis system (Invitrogen, USA). Real-time PCR analysis, employing the SYBR green method, was performed in a 20 µL reaction volume using the StepOne Real-Time PCR system (Applied Biosystems, USA). The PCR efficiencies of all primers were experimentally determined for reliable copy-number quantification. mRNA quantity was estimated based on the ΔΔCT value, and assays were conducted in duplicate, with a template-less reaction serving as a negative control.

### GFP fluorescence assay

The recombinant strains, along with different promoter plasmid systems, were introduced into the modified M9 minimal medium, as previously described. Following inoculation, fluorescence and OD_600_ were measured using a Synergy H1 microplate reader (BioTek Instruments, USA). The fluorescence readings were quantified using an excitation wavelength of 486 nm and an emission wavelength of 535 nm. Fluorescence values were normalized to OD_600_ and reported as specific fluorescence (39).

### Transcriptomic analysis

For total RNA isolation, 3 mL of cells from mid-exponential-phase cultures were mixed with 6 mL of RNAprotect Bacteria Reagent (Qiagen). The samples were immediately mixed, incubated at room temperature for 5 min, and centrifuged at 5,000 × *g* for 10 min. The supernatant was decanted, and any residual liquid was removed by inverting the tube onto a paper towel. Total RNA was then extracted using the RNeasy Plus Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA concentration was determined using a NanoDrop 1000 spectrophotometer (Thermo Scientific), and RNA integrity was assessed with the RNA 6000 Pico Kit on an Agilent 2100 Bioanalyzer (Agilent). Ribosomal RNAs were removed using riboPOOLs for pan-prokaryotes (siTOOLs). Following rRNA depletion, paired-end, strand-specific RNA-seq libraries were prepared with the KAPA Stranded RNA-seq Library Preparation Kit (KAPA Biosystems) according to the manufacturer’s instructions. The resulting libraries were analyzed with the Agilent High Sensitivity DNA Kit on an Agilent 2100 Bioanalyzer (Agilent) before sequencing on a HiSeq X platform (Illumina), following the manufacturer’s instructions. 

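The 2 libraries of each carbon source can be compared directly. Pearson's r across the 5567 genes tested, on the log2(TPM + 1) scale, was 0.993 between the (R)-1,3-BDO libraries, 0.988 between the gluconate libraries and 0.980 between the (R)-3-HB libraries. A difference of at least 2-fold between the paired libraries was seen for 25 genes on (R)-1,3-BDO, 115 on gluconate and 197 on (R)-3-HB. The median SD of a gene between the 2 libraries was 0.0961 on (R)-1,3-BDO, 0.12 on gluconate and 0.162 on (R)-3-HB, in log2 units. Between carbon sources, r was 0.940 to 0.953 for gluconate and (R)-3-HB, 0.844 to 0.858 for gluconate and (R)-1,3-BDO, and 0.847 to 0.868 for (R)-1,3-BDO and (R)-3-HB. These correlations describe genes within pairs of libraries, and genes are not independent replicates.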

All RNA-seq experiments were performed in biological duplicates.

### Enzyme purification and activity measurement

The pQE80L plasmid encoding His-tagged *PP_2049* (or *PP_3073*) was expressed in the wild-type *E. coli* K12 MG1655 strain. Cells were grown at 37°C in LB medium until an optical density of 0.5 (OD_600_) was reached, then induced with 1 mM IPTG. After 6 h of incubation, cells were harvested by centrifugation at 6,000 rpm for 15 min at 4°C. The pellet was washed with phosphate buffer (50 mM, pH 8.0) and disrupted by sonication. The resulting cell-free extract was subjected to purification using Ni-NTA resin according to the manufacturer’s protocol.

HBDH activity was measured following the method of Feller et al. (24) with minor modifications. The reaction was conducted at 37°C and monitored by measuring NADH formation at 340 nm (ε = 6.22 mM⁻¹cm⁻¹). Acetoacetate generation was independently confirmed by HPLC. The assay mixture contained sodium phosphate buffer (50 mM, pH 8.0), substrate (10 mM), and NAD^+^ (0.9 mM). One unit of enzyme activity was defined as the amount of enzyme catalyzing the conversion of 1 µmol of substrate per minute.

### Analytical methods

Cell density was measured at 600 nm with UV/Vis spectrometry (Lambda 20, PerkinElmer, Norwalk, CT, USA). The metabolite concentrations were determined by high-performance liquid chromatography (HPLC; Agilent 1260 Infinity II, USA) as previously described (40).

### Statistical analysis

All data are expressed as the mean ± standard deviation (SD) from three independent biological replicates, unless specified otherwise. Statistical analysis was performed using a paired Student's *t*-test in OriginPro 2020. The following significance thresholds were applied: not significant (ns), *P* ≥ 0.05; *P* < 0.05 (*); *P* < 0.01 (**); and *P* < 0.001 (***).

## Data Availability

The transcriptomic data associated with this study have been deposited in NCBI's Gene Expression Omnibus (41) and are publicly accessible through GEO Series accession number GSE333645.

## SUPPLEMENTAL MATERIAL

Supplemental material aem.00900-26-s0001.pdf Fig. S1 to S10; Table S1.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Degradation pathway of (R)-1,3-butanediol in Pseudomonas putida KT2440 and development of its biosensor
**Source:** Appl Environ Microbiol. 2026 Jun 22;92(7):e00900-26. doi: 10.1128/aem.00900-26
**Supplement:** Supplemental material — Fig. S1 to S10; Table S1.

**Degradation pathway of (R)-1,3-butanediol in *Pseudomonas putida* KT2440 and
development of its biosensor**

**Nandakumar Arumugam¹, Tayyab Islam², Joon Young Park³, Minchang Jang¹, Mugesh
Sankaranarayanan⁴, Donghyuk Kim¹, Sung Kuk Lee¹, Sunghoon Park^{1, *}**

AUTHORS AFFILIATIONS

Republic of Korea.

Supplementary Figures

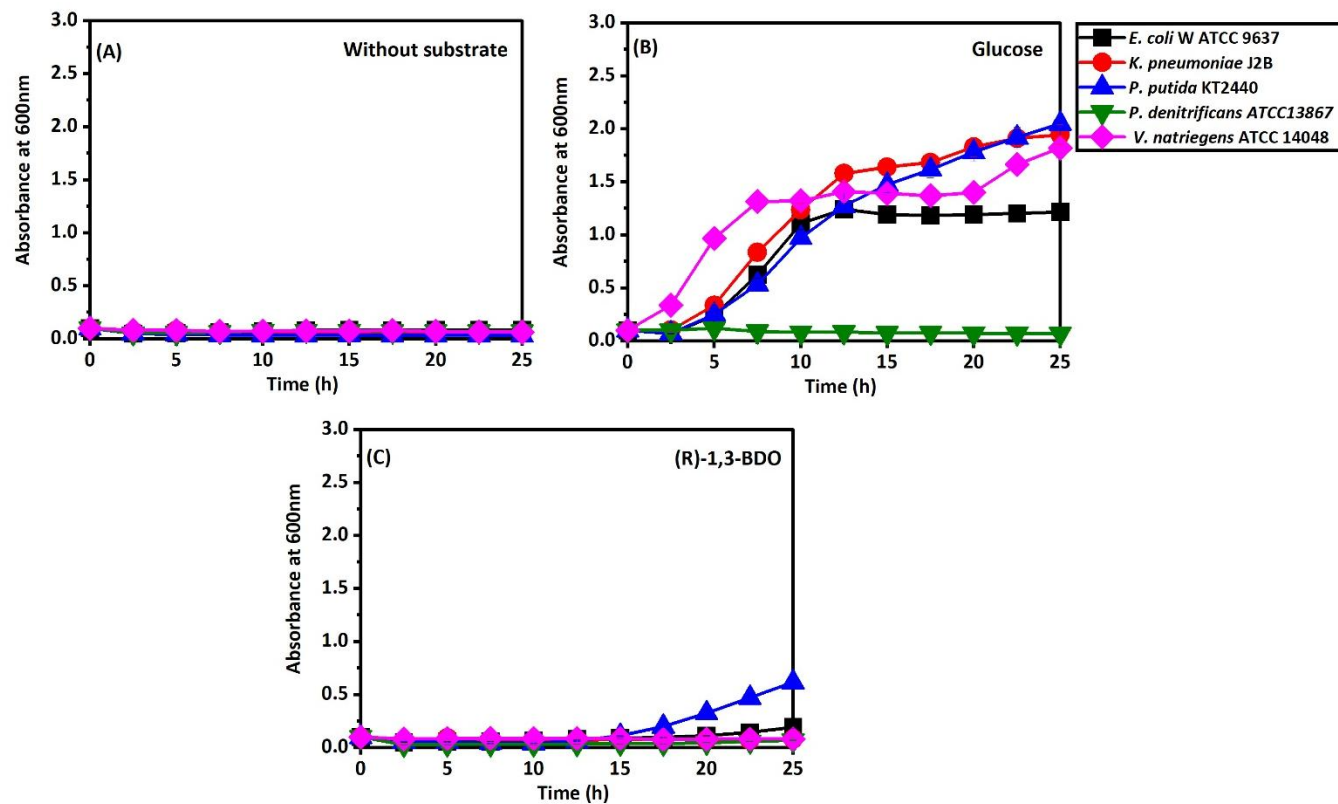

FIG S1 Microbial screening for 1,3-BDO degradation. Growth of selected strains under three conditions: (A) no substrate, (B) 1.5 g/L of glucose, and (C) 25mM (R)-1,3-BDO. Growth was monitored in a 96-well plate using a Synergy H1 microplate reader. Error bars represent SD (n=3).

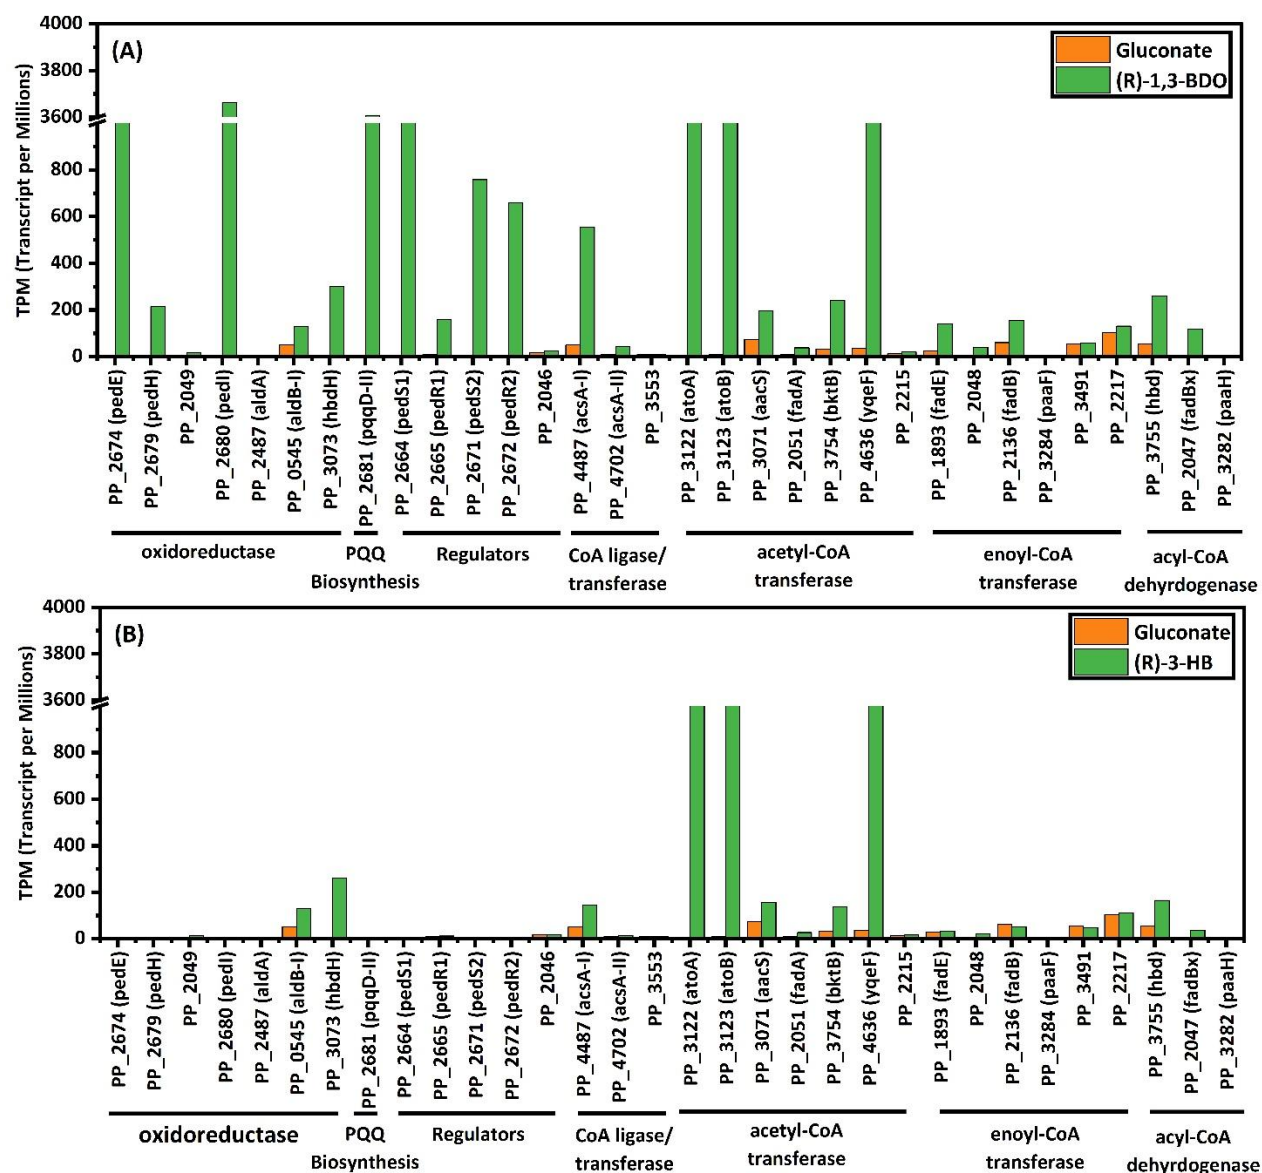

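The legend of FIG S2 names no quantity, while that of Fig. 2A names TPM and log fold change. TPM states how many of every 1000000 length-normalized transcripts in a library belong to a gene. Bars of TPM can therefore be compared between genes within 1 carbon source. As deposited, the (R)-3-HB libraries summed to 984207 and 974253 TPM, so that the definition holds only nearly for them. High bars are not rare at this scale, since 140 genes on gluconate, 152 on (R)-1,3-BDO and 127 on (R)-3-HB had a mean above 1000 TPM over 2 libraries. Most genes lie far lower, with a median between 30.1 and 34.7 TPM per library among the genes tested. Above 1000 TPM on (R)-1,3-BDO but not on gluconate were 52 genes, of which 16 had a mean below 100 TPM on gluconate. A gene with a low baseline can thus have a tall bar and a large fold change, whereas a gene with a high baseline can have a tall bar without any change.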

FIG S2 Expression of genes analyzed based on the transcriptomic analysis. (A) (R)-1,3-BDO and (B) (R)-3-HB. Genes are categorized into oxidoreductases, CoA ligases/transferases, acetyl-CoA transferases, enoyl-CoA transferases, and acyl-CoA dehydrogenases.

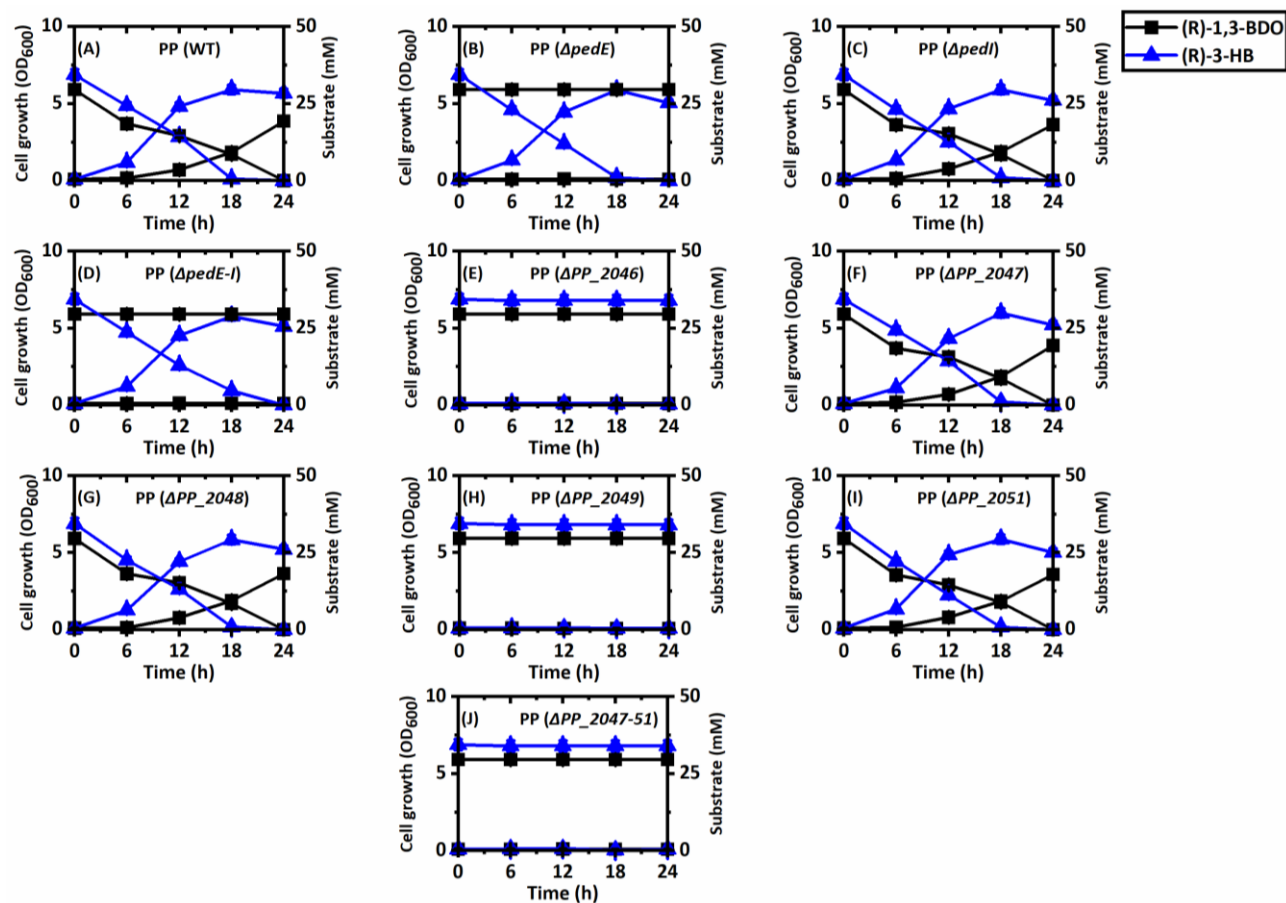

FIG S3 Growth and substrate utilization of deletion mutants. (A-D) Mutants in *ped* cluster genes grow on (R)-1,3-BDO and (R)-3-HB. (E-J) Mutants of additional operons grown on (R)-1,3-BDO and (R)-3-HB. Error bars are presented as mean $\pm$ standard deviation (SD) from three biological replicates.

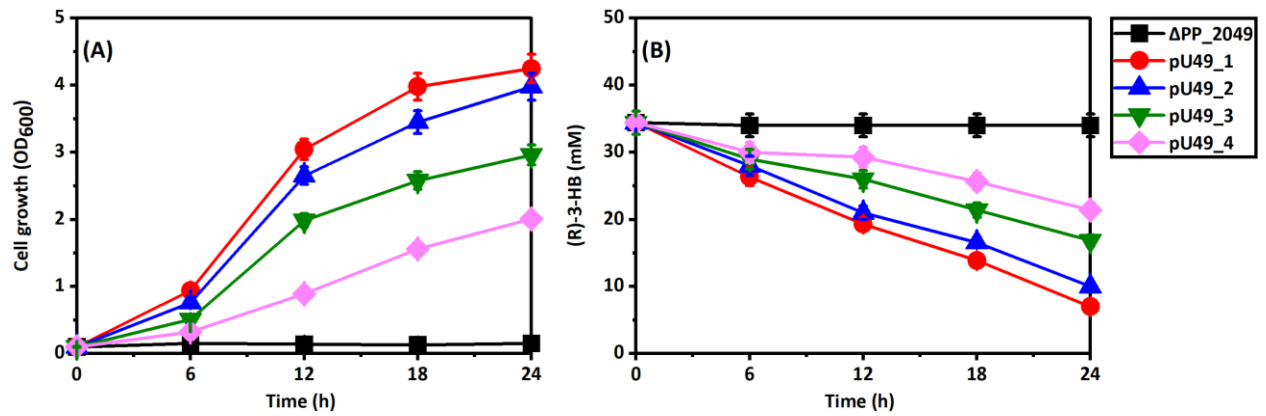

FIG S4 Varied expression of PP_2049 on cell growth (A) and (R)-3-HB consumption (B).

Expression of *PP_2049* was modulated in the recombinant strains carrying pUC49 (from pUC49_1 to pUC49_4) by varying UTR strength. Data are presented as mean $\pm$ standard deviation (SD) of three independent biological replicates.

<i>P. putida</i> KT2440	-----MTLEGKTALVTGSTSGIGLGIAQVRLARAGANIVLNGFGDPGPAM-----AEIARH	50
<i>P. putida</i> ZIMET 10947	-----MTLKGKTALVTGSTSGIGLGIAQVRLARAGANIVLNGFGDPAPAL-----AEIARH	50
<i>P. fragi</i>	-----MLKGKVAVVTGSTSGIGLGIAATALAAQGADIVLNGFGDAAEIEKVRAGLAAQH	53
<i>P. arcticus</i>	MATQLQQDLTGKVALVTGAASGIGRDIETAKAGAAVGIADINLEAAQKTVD--AIEAA	58
<i>A. baumannii</i>	---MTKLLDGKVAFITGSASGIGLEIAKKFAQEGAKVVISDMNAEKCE--TANSLKEQ	54
<i>R. spheroides</i>	-----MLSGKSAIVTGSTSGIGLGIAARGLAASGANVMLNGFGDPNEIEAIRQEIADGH	53
<i>P. putida</i> KT2440	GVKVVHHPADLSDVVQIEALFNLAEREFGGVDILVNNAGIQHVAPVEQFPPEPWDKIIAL	110
<i>P. putida</i> ZIMET 10947	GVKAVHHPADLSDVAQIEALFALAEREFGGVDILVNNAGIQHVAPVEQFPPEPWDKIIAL	110
<i>P. fragi</i>	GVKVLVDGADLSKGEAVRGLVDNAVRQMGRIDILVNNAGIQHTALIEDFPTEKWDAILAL	113
<i>P. arcticus</i>	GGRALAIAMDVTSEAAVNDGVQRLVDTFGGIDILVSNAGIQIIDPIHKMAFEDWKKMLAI	118
<i>A. baumannii</i>	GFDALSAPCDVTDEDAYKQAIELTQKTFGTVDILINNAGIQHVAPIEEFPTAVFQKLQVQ	114
<i>R. spheroides</i>	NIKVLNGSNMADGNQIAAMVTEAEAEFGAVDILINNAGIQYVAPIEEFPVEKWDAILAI	113
<i>P. putida</i> KT2440	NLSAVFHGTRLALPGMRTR-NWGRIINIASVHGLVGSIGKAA*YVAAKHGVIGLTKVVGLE	169
<i>P. putida</i> ZIMET 10947	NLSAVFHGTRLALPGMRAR-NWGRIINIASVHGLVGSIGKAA*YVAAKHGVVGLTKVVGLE	169
<i>P. fragi</i>	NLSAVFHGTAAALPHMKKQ-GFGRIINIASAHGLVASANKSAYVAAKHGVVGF*TKVTALE	172
<i>P. arcticus</i>	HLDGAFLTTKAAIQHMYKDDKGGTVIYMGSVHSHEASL*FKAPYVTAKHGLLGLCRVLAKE	178
<i>A. baumannii</i>	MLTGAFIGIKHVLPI*MKAQ-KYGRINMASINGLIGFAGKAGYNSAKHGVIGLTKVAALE	173
<i>R. spheroides</i>	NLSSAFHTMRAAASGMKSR-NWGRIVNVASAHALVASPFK*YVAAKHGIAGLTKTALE	172
<i>P. putida</i> KT2440	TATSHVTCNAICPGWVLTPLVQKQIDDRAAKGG-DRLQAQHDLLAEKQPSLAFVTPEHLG	228
<i>P. putida</i> ZIMET 10947	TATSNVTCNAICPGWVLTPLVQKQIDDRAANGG-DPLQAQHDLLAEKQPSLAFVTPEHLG	228
<i>P. fragi</i>	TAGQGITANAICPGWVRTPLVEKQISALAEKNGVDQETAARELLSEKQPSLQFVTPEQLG	232
<i>P. arcticus</i>	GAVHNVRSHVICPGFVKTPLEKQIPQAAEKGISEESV*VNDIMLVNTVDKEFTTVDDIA	238
<i>A. baumannii</i>	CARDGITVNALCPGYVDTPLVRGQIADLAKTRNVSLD*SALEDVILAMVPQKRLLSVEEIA	233
<i>R. spheroides</i>	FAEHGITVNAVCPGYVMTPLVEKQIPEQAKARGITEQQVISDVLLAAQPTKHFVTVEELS	232
<i>P. putida</i> KT2440	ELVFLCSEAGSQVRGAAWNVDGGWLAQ	256
<i>P. putida</i> ZIMET 10947	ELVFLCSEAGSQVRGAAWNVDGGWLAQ	256
<i>P. fragi</i>	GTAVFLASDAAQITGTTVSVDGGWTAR	260
<i>P. arcticus</i>	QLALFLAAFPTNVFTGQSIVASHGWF*MN	266
<i>A. baumannii</i>	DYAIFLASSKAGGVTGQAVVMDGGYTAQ	261
<i>R. spheroides</i>	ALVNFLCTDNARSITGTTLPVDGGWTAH	260

FIG S5 Sequence alignment for bacterial HBDHs from *P. putida* KT2440, *P. putida* ZIMET 10947, *P. fragi*, *P. arcticus*, *A. baumannii* and *R. spheroides*. Residues shaded in gray are conserved across all strains. The '+' symbol indicates the catalytic tetrad residues; asterisks (*) denote amino acid positions putatively involved in substrate binding.

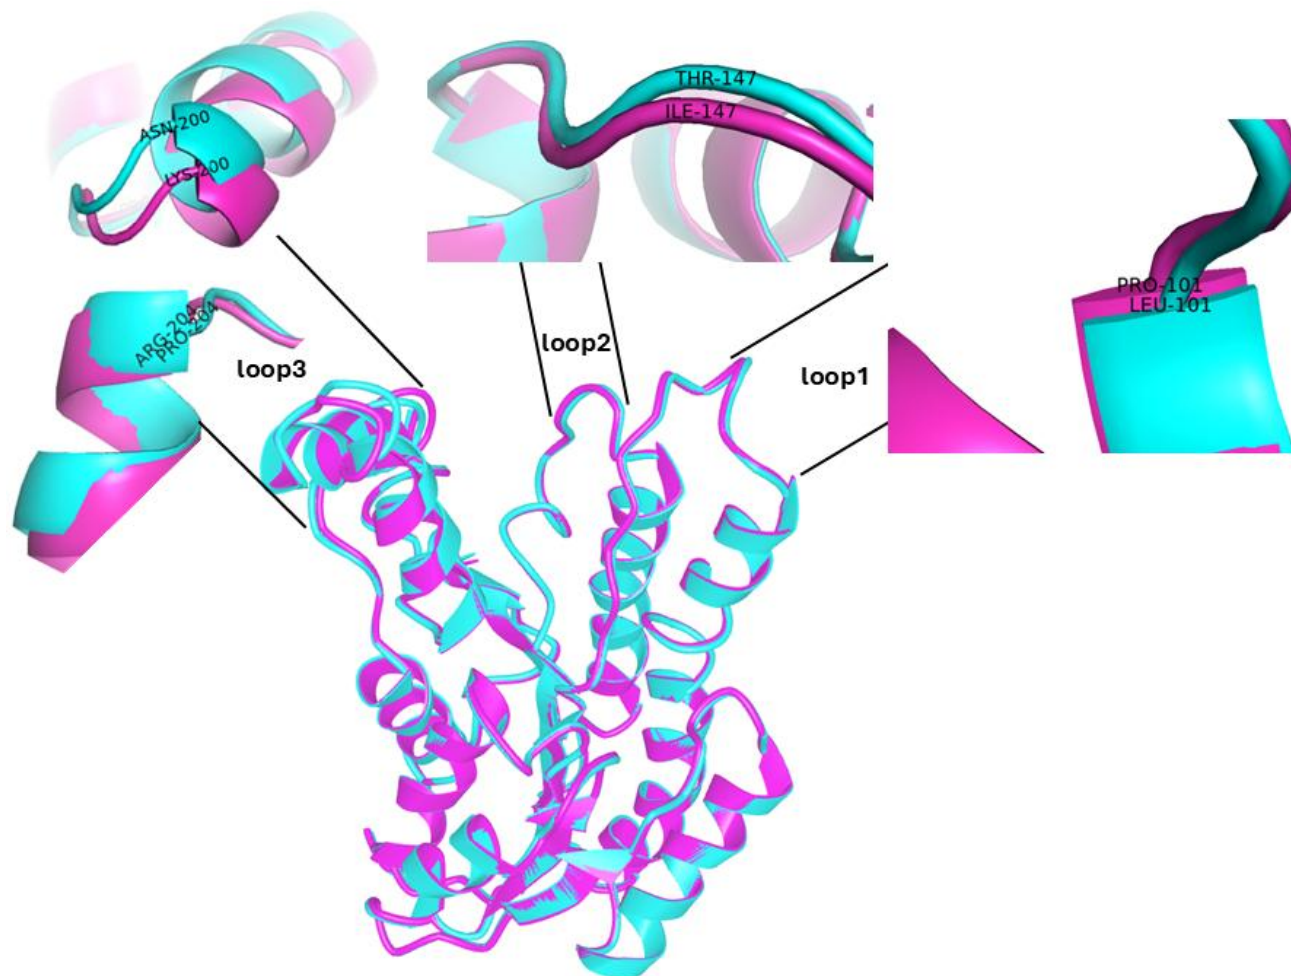

FIG S6 AlphaFold-predicted structural comparison of PP_3073 from *P. putida* KT2440 with BdhA from *P. putida* ZIMET 10947. Superimposition of the predicted protein backbones shows the PP_3073 model (magenta) overlaid on the BdhA structure (cyan). Residues that differ between the two enzymes within the three substrate-binding loop regions are shown as enlarged insets to illustrate the positional and chemical differences at each site. Structures were predicted using AlphaFold2 (1).

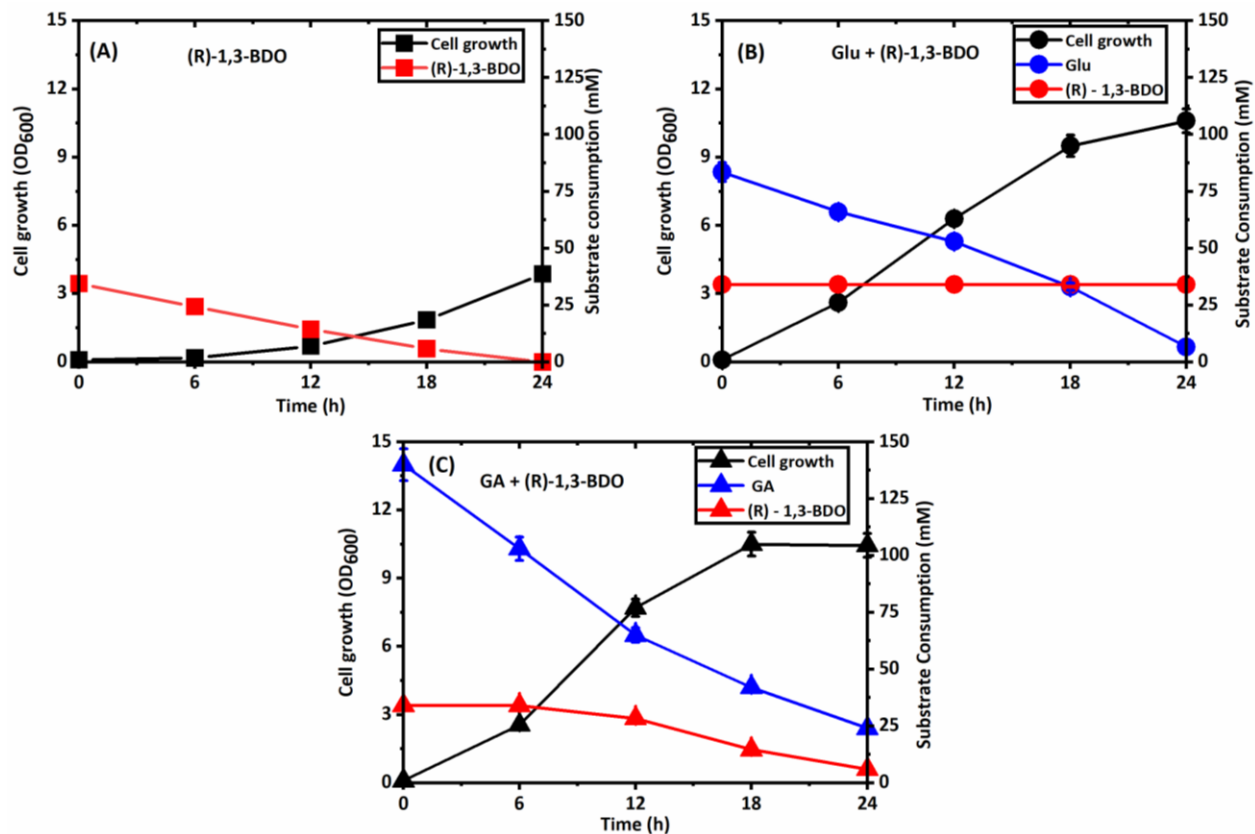

FIG S7 Substrate utilization profiles under different carbon sources. (A) (R)-1,3-BDO only, (B) glucose (glu) + (R)-1,3-BDO, and (C) gluconic acid (GA) + (R)-1,3-BDO. Results from triplicate experiments are shown with SD.

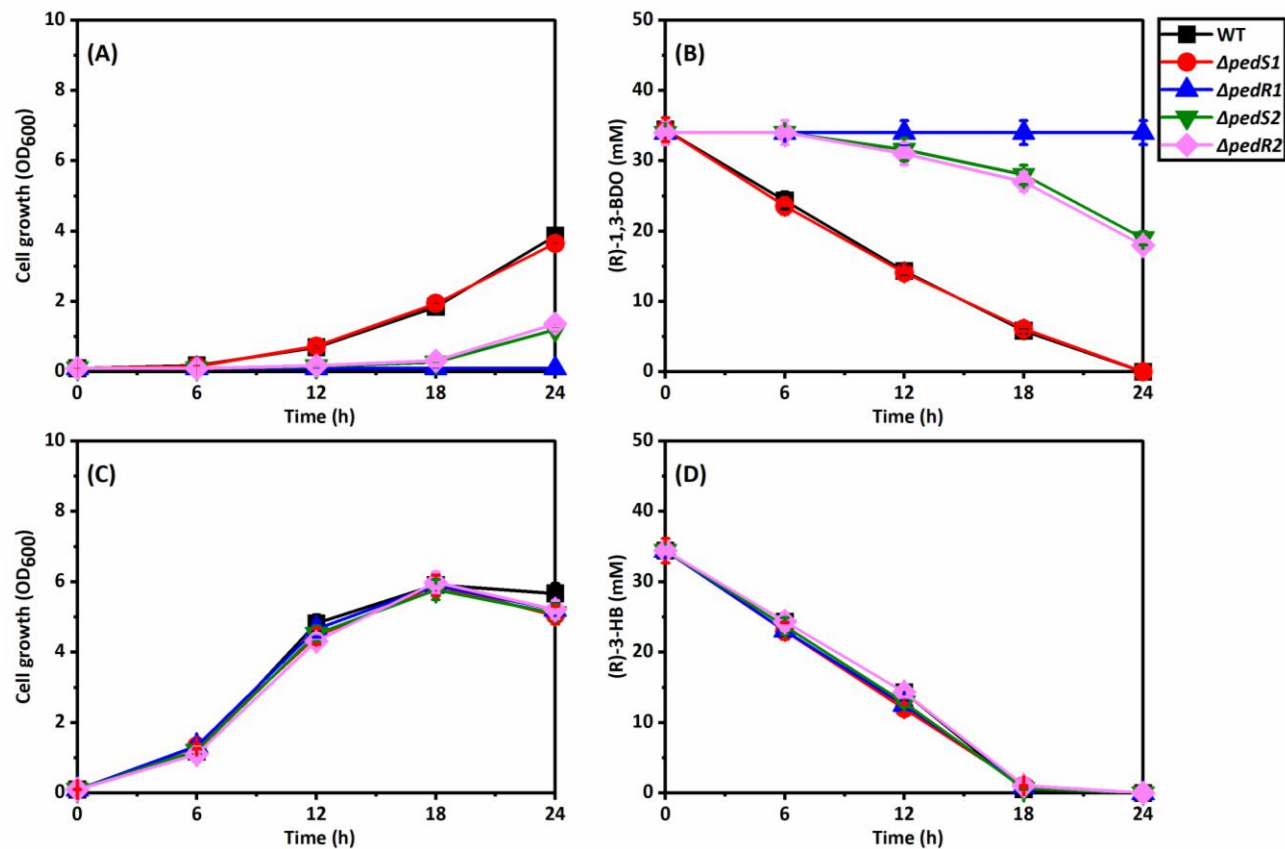

FIG S8 Effect of transcription factor deletions on growth and substrate utilization. (A-B) Cell growth and (R)-1,3-BDO consumption profiles for WT, $\Delta pedS1$, $\Delta pedR1$, $\Delta pedS2$, and $\Delta pedR2$. (C-D) Cell growth and (R)-3-HB consumption profiles for the same set of strains. All data shown with SD from triplicate samples.

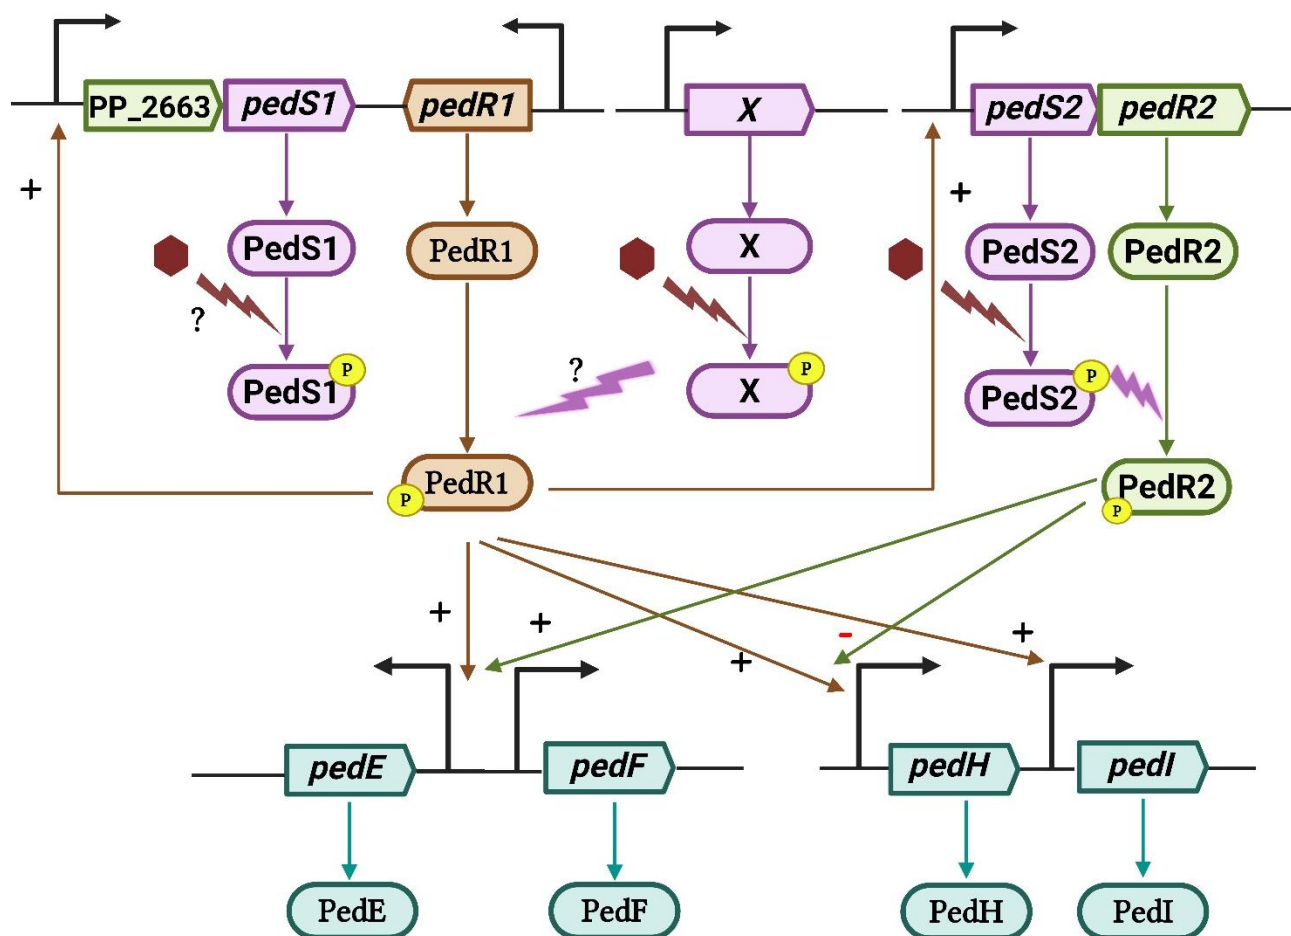

FIG S9 Regulatory mechanisms for (R)-1,3-BDO catabolism in *Pseudomonas putida* KT2440.

Expression of *pedR1* appears to be induced by PedS2, or by an unidentified sensor kinase (X). PedR1 activates the expression of *pedS2/R2*. Upon exposure to (R)-1,3-BDO, PedS2 undergoes autophosphorylation and transfers the phosphate group to PedR2. Phosphorylated PedR2, together with PedR1, coordinates the activation of the *ped* catabolic gene clusters needed for (R)-1,3-BDO catabolism. The hexagon symbol represents (R)-1,3-BDO, and the question mark indicates steps in the mechanism that remain unresolved (Modified from (2)).

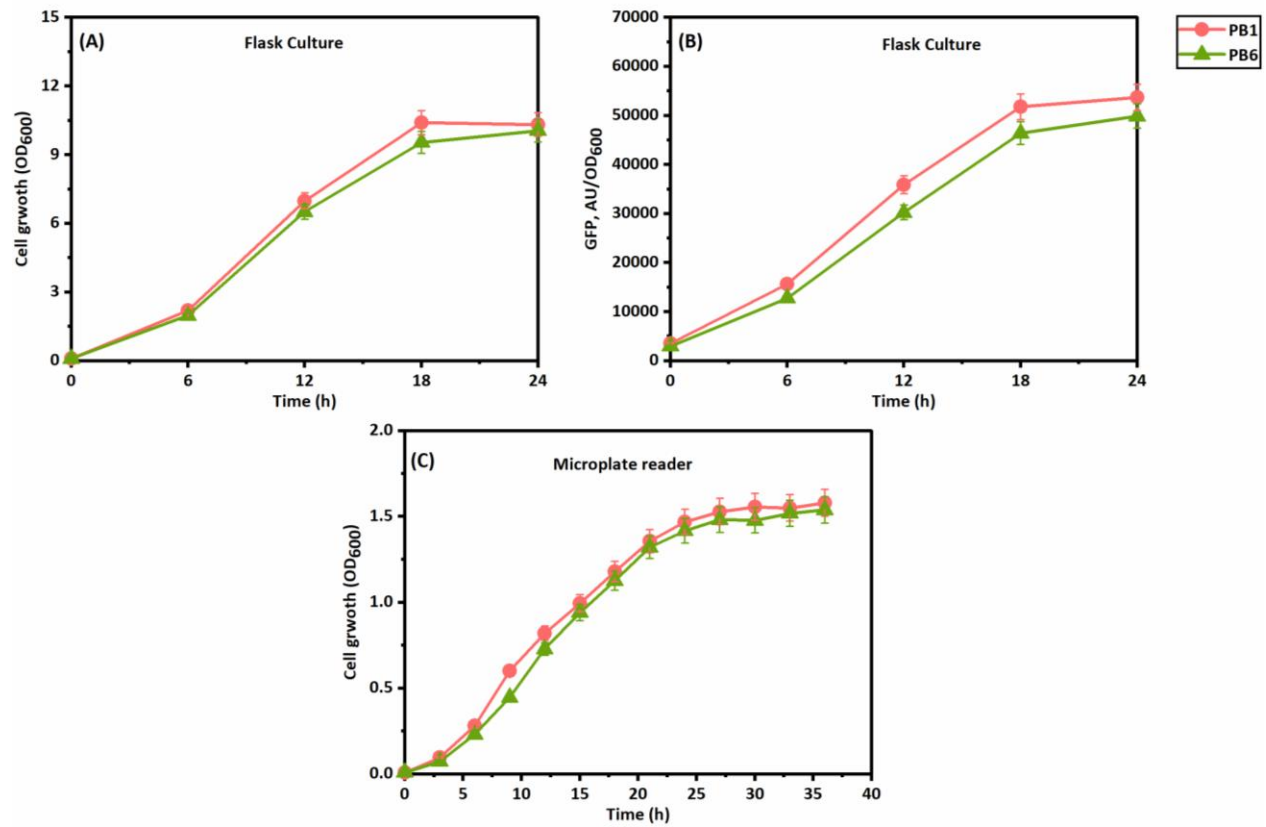

FIG S10 Comparison of flask culture and microplate reader analysis for PB1 and PB6 biosensors. (A) Cell growth, and (B) normalized GFP fluorescence measured in flask cultures. (C) Cell growth was measured using a microplate reader. All experiments are conducted in triplicate, and error bars represent the S.D.

Supplementary Table

Table S1. Kinetic parameters of purified bacterial (R)-3-hydroxybutyrate dehydrogenases (HBDHs)

Source organism	Strain	Size (aa)	k _{cat} (s ⁻¹)	K _m , substrate (mM)	K _m , cofactor (mM)	Est. sp. act. (U/mg)	Reaction / Substrate	Assay T, pH	Ref.
<i>P. putida</i>	ZIMET 10947	256	1,382	1.5 (3-HB)	0.18 (NAD ⁺)	~3,117	Oxidation / (R)-3-HB	23°C, pH 8.0	(3)
<i>P. fragi</i>	—	260	285	1.2 (3-HB)	0.13 (NAD ⁺)	~641	Oxidation / (R)-3-HB	37°C, pH 8.5	(4)
<i>P. putida</i> KT2440	PP_3073	256	—	—	—	0.99	Oxidation / (R)-3-HB	37°C, pH 8.0	This study
<i>P. arcticus</i>	273-4	~260	30 ± 1	0.05 ± 0.01 (AcAc)	0.0064 ± 0.0002 (NADH)	~69 ^a	Reduction / AcAc	10°C, pH 7.0	(5-6)
<i>A. baumannii</i>	—	~260	3.4 ± 0.1	0.14 ± 0.01 (AcAc)	0.07 ± 0.01 (NADH)	~7.7 ^a	Reduction / AcAc	10°C, pH 7.0	(5-6)
<i>R. sphaeroides</i>	—	~260 ^b	—	0.42 (3-HB)	—	~1.8 ^c	Oxidation / (R)-3-HB	25°C, pH 8.5	(7-8)

Footnotes:

^a Estimated from k_{cat} assuming MW ~27 kDa. Note that PaHBDH and AbHBDH were assayed at 10°C (pH 7.0) for the reduction direction; their k_{cat} values at 25°C would be substantially higher (the Machado et al., 2018 paper shows strong temperature dependence with k_{cat} increasing several-fold between 10°C and 25°C). Thus, direct comparison with the Feller et al., 2006/Ito et al., 2006 oxidation data (23–37°C) should be made with caution.

^b Pre-genomic era; exact aa count not reported. MW of ~85 kDa for the tetramer by sedimentation equilibrium.

° Estimated from the immobilized enzyme activity of 1.2 U/mg (67% of soluble), giving ~1.8 U/mg for the soluble enzyme (8).

REFERENCES

1. Jumper J, Evans R, Pritzel A. *et al.* 2021. Highly accurate protein structure prediction with AlphaFold. *Nature* 596:583–589. <https://doi.org/10.1038/s41586-021-03819-2>
2. Promden W, Vangnai AS, Toyama H, Matsushita K, Pongsawasdi P. 2009. Analysis of the promoter activities of the genes encoding three quinoprotein alcohol dehydrogenases in *Pseudomonas putida* HK5. *Microbiol* 155:594–603. <https://doi.org/10.1099/mic.0.021956-0>
3. Feller C, Günther R, Hofmann H, Grunow M. 2006. Molecular Basis of Substrate Recognition in D-3-hydroxybutyrate dehydrogenase from *Pseudomonas putida*. *ChemBioChem* 7:1410–1418. <https://doi.org/10.1002/cbic.200600167>
4. Ito K, Nakajima Y, Ichihara E, Ogawa K, Katayama N, Nakashima K, Yoshimoto T. 2006. D-3-hydroxybutyrate dehydrogenase from *Pseudomonas fragi*: Molecular cloning of the enzyme gene and crystal structure of the enzyme. *J Mol Biol* 355:722–733. <https://doi.org/10.1016/j.jmb.2005.10.072>
5. Machado TFG, Purg M, McMahon SA, Read BJ, Oehler V, Åqvist J, Gloster TM, da Silva RG. 2020. Dissecting the Mechanism of (R)-3-Hydroxybutyrate Dehydrogenase by Kinetic Isotope Effects, Protein Crystallography, and Computational Chemistry. *ACS Catal.* 10(24):15019-15032. <https://doi.org/10.1021/acscatal.0c04736>
6. Machado TFG, Gloster TM, da Silva RG. 2018. Linear Eyring Plots Conceal a Change in the Rate-Limiting Step in an Enzyme Reaction. *Biochem.* 57(49):6757-6761. <https://doi.org/10.1021/acs.biochem.8b01099>
7. Bergmeyer HU, Gawehn K, Klotzsch H, Krebs HA, Williamson DH. 1967. Purification and properties of crystalline 3-hydroxybutyrate dehydrogenase from *Rhodopseudomonas spheroides*. *Biochem J* 102(2):423-431. <https://doi.org/10.1042/bj1020423>
8. Preuveneers MJ, Peacock D, Crook EM, Clark JB, Brocklehurst K. 1973. d-3-Hydroxybutyrate dehydrogenase from *Rhodopseudomonas spheroides*. Kinetic mechanism

from steady-state kinetics of the reaction catalysed by the enzyme in solution and covalently attached to diethylaminoethylcellulose. Biochem J 133: 133-157.

<https://doi.org/10.1042/bj1330133>

How the deposited data were processed for this re-analysis (not part of the article)

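RNA from 6 cultures of P. putida KT2440 was sequenced, 2 cultures each on (R)-1,3-BDO, (R)-3-HB and gluconate. The authors depleted ribosomal RNA, prepared strand-specific paired-end libraries and sequenced them on a HiSeq X. The values analysed are the TPM the authors deposited, 1 column per culture and 5630 genes. The submitters' processing notes name Bowtie 1.0.0, featureCounts and DESeq2 for the authors' work, without saying which step each served, and the genome build, the annotation and any filter are not given in the sources used here. The concentration of 35 mM is that of the sample labels; the RNA-seq paragraph of the paper's methods gives none. The cause of the totals below 1000000 in the (R)-3-HB libraries is not known, and the columns were used as deposited.

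TPM keeps no read depth. Ratios of low values between 2 libraries fall on ratios of small whole numbers times a constant, and this constant is the ratio of the length-normalized read totals. It was estimated for each of the 15 pairs of libraries from the 59 to 85 genes below 1.5 TPM in both, with a tolerance of 0.03% and whole numbers up to 10. In 14 of the 15 pairs the estimate matched the joint value and covered 56.5% to 75.0% of the ratios. The joint values came from the pairs with the first (R)-1,3-BDO library. Those pairs match by construction, so that only the others test the match. For constants drawn at random, the mean share covered was at most 1.63% in any pair. The constant kept was the best of many candidates from the same ratios, which by itself lifts its share above such a mean. In the remaining pair, the first gluconate and the first (R)-3-HB library, the best constant was 0.846 in place of 1.69.

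All comparisons were made on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend). The fit held all 6 libraries in 3 groups, so that the groups shared 1 estimate of the spread. Genes with a mean of at least 1 TPM over the 6 libraries were tested, which left out 63 genes, and p-values were two-sided and adjusted by the Benjamini-Hochberg method. With 2 libraries against 2, an exact permutation test of a single gene gives a two-sided p of 0.333 at the smallest and cannot pass 0.05, so that every call rests on the spread that limma shares across genes. The procedure was tested on simulated data for (R)-1,3-BDO against gluconate, with 200 of 5567 genes changed in each of 20 runs. It recovered 80.4% of the genes changed 2-fold, 98.7% of those changed 4-fold and 99.5% of those changed 8-fold, and 5.69% of its calls were false. The simulated noise was normal, with a spread per gene taken from the fit and equal in all groups, and only (R)-1,3-BDO held changed genes. The real groups differ in spread, with a median SD of 0.0961 on (R)-1,3-BDO, 0.12 on gluconate and 0.162 on (R)-3-HB in log2 units. The false share of the real calls can therefore differ from 5.69%. The plots were drawn with matplotlib 3.10.9.

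Before the data were examined, the following were fixed: the tests, the rule for naming genes and the alternatives. The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a mean of at least 10 TPM, median-ratio scaling, fits of the compared groups alone, the replicate number as a block, no mean-variance trend, a 2-fold minimum, a different gluconate library as the reference for each substrate, and leaving out each library in turn. After the data had been seen, a rescaling of every column to 1000000 was added, and the limits of 10-fold and 100-fold, the 1000 TPM limit, the list of the 100 most abundant genes and the tests of adjacent rows were chosen.

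The rule for named genes was to give every gene that the paper names for RNA-seq and, for each comparison, the 8 largest rises and falls among genes past the threshold with a mean of at least 10 TPM in the higher group and both libraries of 1 group above both of the other. It could not be followed in full. The deposited table identifies genes by IDs that no source used here pairs with gene names or with the locus tags in the paper, and 0 of the 5630 IDs were found in the reference gene table, which describes another assembly of the strain. The paper's genes and 21 gene lists fixed before the data were examined were therefore not analysed here. The IDs printed are those with the largest rise or fall under this rule in any of the 3 comparisons, 2 that rose and 2 that fell.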

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

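The test of scaling and the 10-fold limit in this part were chosen after the results were seen; the test of a single library was set out before. A first set of 61 genes was lower on (R)-1,3-BDO and higher on (R)-3-HB than on gluconate, and was singled out because the effects of the 2 substrates went in opposite directions. Independent lists of the same lengths would give 84.1 such genes, and the set is smaller than this number. The shared gluconate libraries move both changes the same way and so lower the number of opposite calls. The number for independent lists can therefore not show whether there is an excess. The direct comparison of the substrates in limma called all 61, which adds no evidence, since the choice of the genes against the same gluconate libraries largely fixed it. Their median log2 change was -0.95 on (R)-1,3-BDO and 0.85 on (R)-3-HB. Together they took 2.23% and 2.20% of all TPM on gluconate, 1.16% and 1.23% on (R)-1,3-BDO, and 4.08% and 4.49% on (R)-3-HB. PP_RS21900, with the lowest expression on (R)-1,3-BDO relative to (R)-3-HB, had 28.0 ± 0.344 TPM on gluconate, 2.21 ± 0.856 TPM on (R)-1,3-BDO and 224 ± 81.9 TPM on (R)-3-HB (SD, n = 2 each). Its log2 difference between the substrates was -6.10 (standard error 0.28, adjusted p = 1.31e-05 from limma).

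Scaling of the libraries was weighed as a technical explanation of the 61 genes. A scaling factor moves all genes of a library alike. Median-ratio scaling moved the median of all genes by 0.099 on (R)-3-HB and 0.0015 on (R)-1,3-BDO in log2 units. The smallest changes among the 61 genes were 0.42 and 0.345 on these substrates. The genes were picked for passing the threshold in both comparisons, which small changes rarely do. The selection thus largely fixed these minima, and they cannot decide whether scaling had a part. All 61 were called with median-ratio scaling too, among 86 such genes, a number that a rise of all genes on (R)-3-HB would add to by itself. A single deviating (R)-3-HB library was weighed by picking the genes without 1 of the 2 libraries and reading their change in the library left out. The 116 genes picked without the first library had a median log2 change of 0.449 in it, and 106 of them lay above gluconate. The 63 genes picked without the second library had a median of 0.78 in it, and 57 lay above gluconate. The lower median falls between the limits set beforehand, 0 and 0.5, and the gluconate libraries served both to pick and to read the genes, so that the share of the first library in this pattern stays open. The number of genes also rests on single libraries, being 11 without the second gluconate library, 13 without the first, 22 and 27 without the first and the second (R)-1,3-BDO library, 116 without the first (R)-3-HB library, and 31 when each comparison was fitted to its own 4 libraries. The carbon source as the biological explanation remains possible and was not tested apart from the comparison itself.

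A second set of 85 genes went the other way, higher on (R)-1,3-BDO and lower on (R)-3-HB than on gluconate. Independent lists would give 140.0, a number with the same limit as for the first set. The direct comparison called all 85 for the same reason as there. Without the second (R)-3-HB library, the number of such genes stayed within 1.5 times 85. Their median log2 change was 1.11 on (R)-1,3-BDO and -0.76 on (R)-3-HB, and their number was 59 with median-ratio scaling, 6 without the second gluconate library, 23 without the first, 20 and 22 without the first and the second (R)-1,3-BDO library, 180 without the first (R)-3-HB library, and 28 when each comparison was fitted to its own 4 libraries.

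A further set of 17 genes fell at least 10-fold on both substrates relative to gluconate and drew attention because the RNA-seq results of the paper's text are about genes that rose or did not rise on the 2 substrates. Their median of mean TPM was 492 on gluconate, 8.99 on (R)-1,3-BDO and 9.90 on (R)-3-HB. Whether any of the 17 is among the genes the paper discusses was not analysed here, because the IDs are not paired with names.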

How the results depend on the processing

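Of 125 values obtained for the 8 summary results under the alternatives, 101 stayed within 1.5 times the reported count or within 1 SD of the reported r, and 24 did not. The SD, 0.036, was that of r over fold changes from single libraries. Some of the 101 could not move. Dropping the trend, fitting the compared groups alone or adding the block leaves r unchanged. Rescaling to 1000000 leaves the (R)-1,3-BDO and gluconate columns as they were. The 101 therefore overstate the stability of the results. With a 2-fold minimum, 1388 genes were changed on (R)-1,3-BDO relative to gluconate, 308 on (R)-3-HB relative to gluconate and 1340 between the substrates, by construction fewer. When each comparison was fitted to its own 4 libraries, 394 genes were changed on (R)-3-HB and 3167 on (R)-1,3-BDO. In these fits 245 were called in the same direction on both substrates and 59 in opposite directions. The median SD between libraries was 0.162 on (R)-3-HB and 0.0961 on (R)-1,3-BDO in log2 units, and the fit of all 6 libraries shares its spread among the groups. The calls on (R)-3-HB in that fit thus lean on the mostly smaller spread of the (R)-1,3-BDO libraries. How much of the drop this explains was not tested. With a pseudocount of 5, which shrinks the fold of genes near 0, 9 genes in place of 15 were at least 100-fold higher on (R)-1,3-BDO than on both others. With the first gluconate library as the reference for (R)-1,3-BDO and the second for (R)-3-HB, r fell from 0.345 to 0.256. Median-ratio scaling changed the share of higher genes among those called on (R)-3-HB from 37.6% to 54.3%. Rescaling each column to 1000000, chosen after seeing the data, gave 883 genes on (R)-3-HB, 373 higher and 510 lower. The 4 genes given by ID passed the threshold in the same direction in all 150 alternative fits of the comparisons in which they were called. They were picked for the largest changes, which largely fixed this outcome.

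Leaving out 1 library at a time gave 1945 to 3175 genes changed on (R)-1,3-BDO, 148 to 1413 on (R)-3-HB and 1921 to 2844 between the substrates. It gave 103 to 731 genes in the same direction on both substrates, 17 to 296 in opposite directions, 720 to 1155 higher on (R)-1,3-BDO than on both others, 14 to 16 of them at least 100-fold, and an r of 0.297 to 0.378. A group left with 1 library was assumed to vary like the others, and these fits have fewer samples. The lowest counts on (R)-3-HB came without the second gluconate library and the highest without the first (R)-3-HB library. Without the second (R)-3-HB library, the counts on (R)-3-HB and in the same and opposite directions stayed within 1.5 times the reported ones.

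The replicate numbers are not stated to mark a shared day, and the deviations of libraries with the same number correlated at 0.076 for gluconate and (R)-1,3-BDO, -0.091 for gluconate and (R)-3-HB and -0.0061 for the 2 substrates. No strong common deviation was thus seen, which does not exclude a shared day or run. With the number as a block, 2735 genes were changed on (R)-1,3-BDO, 698 on (R)-3-HB and 2718 between the substrates, 358 were called in the same direction on both and 113 in opposite directions. The alternatives planned for the paper's genes and for the gene lists were not run, since no ID could be paired with a gene. TPM gives no absolute depth, so that no limit of detection can be stated for genes near 0.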

Differences from the paper's values

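No value of the paper for a measure computed here could be set beside it, because the paper's values belong to named genes. The paper describes the profile on (R)-3-HB as overlapping for the most part with that on (R)-1,3-BDO. Over all 5567 genes tested, 438 were called in the same direction on both substrates relative to gluconate, out of 2841 called on (R)-1,3-BDO and 878 called on (R)-3-HB, and 2820 genes differed between the 2 substrates (limma, adjusted p under 0.05; the paper's statistics section sets P < 0.05 for its t-tests and names no threshold for the RNA-seq comparisons). Whole profiles on (R)-3-HB correlated with gluconate at r = 0.940 to 0.953 and with (R)-1,3-BDO at r = 0.847 to 0.868. In the direction of the paper's statement, 7 of the 8 genes that rose at least 10-fold on (R)-3-HB and all 20 that fell at least 10-fold were called in the same direction on (R)-1,3-BDO. Genes that stand apart on gluconate, the reference of both comparisons, would give such calls whatever the relation of the 2 substrates. The number called in the same direction was 103 without the second gluconate library, 154 without the first, 197 and 208 without the first and the second (R)-1,3-BDO library, 731 without the first (R)-3-HB library, 245 in fits of 4 libraries each, and 351 to 469 under the alternatives set before the data were examined that keep all 6 libraries in 1 fit. Without the second (R)-3-HB library, the number called in the same direction stayed within 1.5 times 438. The paper's statement may refer to the pathway genes alone, which were not analysed here by name.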

Other observations

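The tests of 2-fold counts, of shuffled rows and of the row order in this part, the limits of 10-fold and the list of the 100 most abundant genes were chosen after the data were seen; the tests of composition and of low values were set out before their results were. Many of the most abundant transcripts were lower on (R)-1,3-BDO. Of the 100 genes with the highest mean over the 6 libraries, 51 were lower and 20 higher on (R)-1,3-BDO than on gluconate, with a median log2 change of -0.50, and the numbers were 51 and 20 with median-ratio scaling as well. Over all 5567 genes tested, 1419 were lower and 1422 higher. The mean that picked the 100 rests mostly on libraries of the other carbon sources, which can favor genes lower on (R)-1,3-BDO. On (R)-3-HB, 12 of the 100 were lower and 15 higher, with a median of -0.063. Between the substrates, 37 of the 100 were lower and 20 higher on (R)-1,3-BDO. The 10 most abundant genes took 25.6% to 30.3% of all TPM in a library. Another 142 genes were higher on (R)-3-HB than on both other carbon sources without being called higher on (R)-1,3-BDO.

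Many of the genes that changed strongly lie next to each other in the table. Of the 79 genes that rose at least 10-fold on (R)-1,3-BDO, 45 lie in 12 runs of adjacent rows, the longest of 21 rows. They form 33 adjacent pairs, whereas 9999 shuffles of the rows gave 1.10 pairs on average and at most 7 (permutation p = 1e-04, the smallest that these shuffles can give). The 41 genes that fell at least 10-fold form 20 adjacent pairs against at most 3 in the shuffles, and the 20 that fell at least 10-fold on (R)-3-HB form 13 against at most 3. The 8 genes that rose at least 10-fold on (R)-3-HB form 2 pairs, a number that the shuffles also reached (permutation p = 2e-04). Of the 17 genes that fell at least 10-fold on both substrates, 15 lie in 4 runs, the longest of 7 rows. The table is not sorted by response, since the number in the ID rises in 100% of the 5629 steps from row to row. A hypothesis is that rows follow the order of genes on the chromosome and that the runs are clusters or operons transcribed together; it was not tested, because no coordinates were used, and reads shared by overlapping neighbours were not examined.

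More genes were changed on (R)-1,3-BDO than on (R)-3-HB, 2841 against 878. A shift in TPM composition caused by the strongest changes is argued against by a refit. With 124 genes changed at least 10-fold left out and the rest rescaled, 2785 genes were called on (R)-1,3-BDO and 838 on (R)-3-HB. Counting noise at low values was tested among the 1448 genes with a mean of at least 100 TPM, of which 65.9% were called on (R)-1,3-BDO and 25.3% on (R)-3-HB, so that the difference was there without the low values. The fit of all 6 libraries gives each gene the same standard error in both comparisons. A smaller spread between the (R)-1,3-BDO libraries can therefore not by itself give that comparison more calls. Whatever their p, 1408 genes changed at least 2-fold on (R)-1,3-BDO and 382 on (R)-3-HB. The count on (R)-3-HB was 1413 without the first (R)-3-HB library, 246 and 148 without the first and the second gluconate library, and 398 and 402 without the first and the second (R)-1,3-BDO library. Without the second (R)-3-HB library, it stayed within 1.5 times 878. In each of these fits the count on (R)-1,3-BDO stayed above that on (R)-3-HB, while the size of the difference varied. A response of the cells to the diol that is wider than that to (R)-3-HB is a hypothesis for this difference, found and tested on the same libraries, and the growth rate on each carbon source was not tested as a factor.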
